# Phospho-RNA sequencing with circAID-p-seq

**DOI:** 10.1093/nar/gkab1158

**Published:** 2021-12-01

**Authors:** Alessia Del Piano, Tea Kecman, Michael Schmid, Ruggero Barbieri, Luciano Brocchieri, Silvia Tornaletti, Claudia Firrito, Luca Minati, Paola Bernabo, Ilaria Signoria, Fabio Lauria, Thomas H Gillingwater, Gabriella Viero, Massimiliano Clamer

## Abstract

Most RNA footprinting approaches that require ribonuclease cleavage generate RNA fragments bearing a phosphate or cyclic phosphate group at their 3′ end. Unfortunately, current library preparation protocols rely only on a 3′ hydroxyl group for adaptor ligation or poly-A tailing. Here, we developed circAID-p-seq, a PCR-free library preparation for selective 3′ phospho-RNA sequencing. As a proof of concept, we applied circAID-p-seq to ribosome profiling, which is based on sequencing of RNA fragments protected by ribosomes after endonuclease digestion. CircAID-p-seq, combined with the dedicated computational pipeline circAidMe, facilitates accurate, fast and highly efficient sequencing of phospho-RNA fragments from eukaryotic cells and tissues. We used circAID-p-seq to portray ribosome occupancy in transcripts, providing a versatile and PCR-free strategy to possibly unravel any endogenous 3′-phospho RNA molecules.

## INTRODUCTION

RNA molecules bearing a phosphate or cyclic phosphate group at the 3' end (3′P/2′-3′cP) are generated by either heat fragmentation (1), ribonucleases (e.g. RNase A superfamily) (2), ribozymes (3,4) or toxins (5,6). Beside endogenous 3′P/2′-3′cP RNA molecules (7–11), several biochemical methodologies designed to obtain genome wide positional information of RNA-protein interaction require an enzymatic digestion step to generate phosphorylated 3' termini prior to library preparation and RNA sequencing. This is the case of most RNA footprinting protocols used to understand the global regulatory network underlying protein and RNA fate in living cells (12). These protocols are based on (i) RNA:protein cross-linking and immunoprecipitation (CLIP-seq) (13–15) (ii) selective RNA:protein immunoprecipitation (RIP-seq) (16,17), (iii) RNA:protein affinity purification (uvCLAP) (18) and (iv) ribosome profiling (Ribo-seq). Commonly used enzymes for RNA footprinting include those belonging to the RNase A superfamily (e.g. RNase I) (19), RNase T1 (20) and RNase T2 (21), which produce 3′ phosphate or cyclic phosphate RNA molecules. No technologies are currently available to directly sequence 3′P/2′-3′cP RNA fragments, without removing the 3′P/2′-3′cP by enzymatic reactions before library preparation. Methods that provide insights into endogenously generated 3′-phospho RNA species rely on an indirect detection of these fragments by means of a periodate treatment (22) and downstream stringent bioinformatics analysis (23). However, these approaches introduce potential sequencing biases related to 3′ de-phosphorylation (24) and PCR amplification steps (25,26), and are time-consuming and computationally expensive.

Here, we present circAID-p-seq (CIRCular Amplification and IDentification of short 3′ Phosphate RNA SEQuences) a library preparation method uniquely characterized by the selection of 3′P/2′-3′cP terminated RNA fragments and cDNA synthesis by rolling circular amplification (RT-RCA) (27,28). The RT-RCA has the advantage of not requiring any additional PCR amplification, and it produces a long (>200 nt), single-stranded cDNA molecule bearing multiple copies of a unique RNA fragment. This cDNA is suitable for direct cDNA sequencing with Oxford Nanopore Technologies (ONT) instruments.

Ribo-seq can be considered an effective case study to test circAID-p-seq, because it requires the sequencing of 25–35 nt long ribosome-protected fragments (RPFs) produced by 3′-P/cP generating nucleases (e.g. RNase I or the Micrococcal). To evaluate the performance of our new library construction method, we compared our results to well-known library preparation and sequencing approaches (29,30). To our knowledge, this is an original method for 3′-P/cP RNA-seq library preparation and the first selective 3′-P/cP ribosome profiling obtained with the Oxford Nanopore Technologies (ONT) platform.

## MATERIALS AND METHODS

### circAID-p-seq synthetic library preparation

#### 5′ phosphorylation and adaptor ligation

Synthetic RNA fragments bearing a 3′P were subjected to 5′ phosphorylation with T4 PNK 3′ minus (NEB, cat no. M0236S), according to manufacturer's instructions. RNA fragments were purified using a RNA Clean & Concentrator™-5 column (Zymo Research, cat. no. R1013). The resulting RNA fragments were ligated to various adaptors (listed in Additional file 1) via 3′P ligase (RtcB, NEB), according to the following conditions: 30 pmol of RNA fragment, 10 pmol of adaptor, 15 pmol 3′P ligase, 1 × 3′P ligase buffer, 100 μM GTP, 1 mM MnCl_2_ in a final volume of 10 μl. The reaction was incubated 2 h at 37°C and then loaded on a 15% acrylamide/8M urea precast gel (Invitrogen, cat no. EC6885BOX). The ligated RNA was purified through gel extraction, as described in the ‘RNA extraction from TBE urea gel’ section below. To evaluate and optimize the circAID-p-seq method, different combinations of adaptors and synthetic RNA fragments were employed. For testing the effect of adaptor lengths on RT-RCA and number of repetition, different adaptors (named ADR-110, ADR-60, ADR-20) were used for ligation with a 30 nt long synthetic RNA molecule bearing a 3′P group (30RNA-3′P). Subsequently, to identify the best sequence for the 24 nt long adaptor, an equimolar pool of 12 oligos was produced and used in the first ligation step with 30RNA3′P fragment. For quantitative analysis, three different RNA fragments (named RNA30-G, RNA30-M, RNA30-A) were combined at the ratio of 1:10:100. In this case, for the circAID-p-seq library preparation, the adaptor ADR-12 was used.

#### Circularization and RNase R treatment

The circularization of the adaptor-ligated RNA (RNA:adaptor) was carried out at 25°C for 2 h, in a total volume of 20 μl containing 10 U of T4 RNA Ligase 1 (NEB, cat. no. M0204L), 1× T4 RNA ligase buffer, 20% PEG8000, 50 μM ATP. The reaction was then incubated at 37°C for 1 h with 20 U of RNase R (Lucigen, cat. no. RNR07250), to remove undesired products (i.e. linear RNA or concatemer product). Circular RNA was purified by using RNA Clean & Concentrator™-5 column (Zymo research, cat. no. R1013) and quantified using Qubit™ RNA HS Assay Kit (Thermo Fisher, cat. no. Q32852).

#### Reverse transcription-rolling circle amplification (RT-RCA) and second strand synthesis

RT-RCA reaction was performed in 20 μl final volume, with Maxima H Minus Reverse Transcriptase (Thermo Fisher, cat. no. EP0752) under the following conditions: 50 ng of circular RNA, 200 U of Reverse Transcriptase, 1× RT buffer, 0.5 mM dNTPs, 50 pmol Primer ADRX_R (additional file 1), 10% glycerol. The reaction was carried out at 42°C for 4 h, then stopped by incubation at 70°C for 10 min. After cDNA synthesis, circular RNA template was hydrolyzed by adding 0.1 N NaOH for 10 minutes at 70°C. The second strand cDNA was produced by performing one PCR cycle using Platinum II Hot start Taq Polymerase (Thermo Fisher, cat. no. 14966001). The reaction included 20 μl of single-strand cDNA, 1× buffer, 0.2 mM dNTPs, 2 mM MgCl_2_, 2 U Taq Polymerase, 50 pmol primer ADRX_F (Additional file 1) in a total volume of 50 μl. The mix was then subjected to the following conditions for second strand cDNA synthesis: initial denaturation at 94°C, one cycle of 94°C for 30 s, 60°C for 30 s and 68°C for 2 min. Double strand cDNA was purified using AMPure XP beads (Agencourt, cat. no. A63881) according to manufacturer's instructions. Validation of second strand synthesis was performed by Nuclease S1 digestion (Thermo Fisher, cat. no. EN0321) according to manufacturer's instructions.

#### Nanopore sequencing

Purified double-strand cDNA was prepared for nanopore sequencing according with ONT protocol for cDNA sequencing (SQK-DCS109). Briefly, cDNA was subjected to end repair and dA-tailing reaction using NEBNext End repair/dA-tailing module (NEB, cat. no. E7546S) following the manufacturer's instruction and incubated for 5 min at 20°C and then 5 min at 65°C. The reaction mix was purified with AMPure XP beads (Agencourt). ONT Adaptor mix was added according to the direct cDNA sequencing kit protocol (SQK-DCS109, ONT), then loaded on a R9.4 flow cell and sequenced in the MinION sequencing device. The cDNA sequencing kit recommends an input of 100 ng poly-A+ RNA that should generate an output of about 5–10 million reads per flow cell. In all our experiments we started with 50–120 ng of RPF extracted from TBE-urea gel. Not all fragments purified from the gel are 3′phosphorylated (data not shown) and therefore cannot be selected by circAID in the first ligation, suggesting that only 25–40 ng of phosphorylated RNA can be used for the library. After final library check by Qubit™ small RNA Assay Kits (Thermo Fisher) the recovery is around ∼10–25 ng, about half of expected. This explain the lower (2–5 million reads/sample) than expected (5–10 million reads/sample) in our experiments compared to manufacturer's guidelines.

### RNA extraction from TBE urea gel

RNA samples were mixed 1:1 with gel loading II (Thermo Fischer Scientific, cat no. AM8547), denatured at 70°C for 90 s before being loaded into the TBE–urea gel and run at 200 V. Gels were then stained with Sybr™ Gold (Invitrogen, cat. no. S11494) and scanned using Chemidoc (GE Healthcare, Piscataway, NJ). Gel images were analyzed using ImageLab (Biorad). When required, bands were isolated from the gel, crushed and soaked overnight in Buffer I (Immagina Biotechnology, cat. no. RL001-10) at room temperature with constant rotation. The aqueous gel debris was filtered with Millipore ultrafree MC tubes and then precipitated with isopropanol (Sigma, cat. no. I9516) at −80°C for 2 h or overnight. After precipitation, samples were centrifuged for 30 min at 12 000 g, 4°C. The pellet was washed once with 70% ethanol, centrifuged at 12 000 g for 5 min at 4°C and air-dried before further processing.

### Synthetic oligonucleotides

Custom RNA adaptors, synthetic RNA fragments and DNA primers were purchased from Integrated DNA Technologies (Coralville, IA). Synthetic RNA fragments consisted of 30-mer oligonucleotides with 5′OH and 3′P termini. Custom adaptors consisted of RNA molecules with different lengths and no modification at 5′ and 3′ ends. Adaptors were carefully designed to minimize their secondary structure, using a combination of RNAFold and OligoEvaluator folding tools. All sequences are listed in Additional file 1.

### Cell culture and treatments

HEK293 (*H. sapiens*, RRID: CVCL_0045) cells were transfected with a plasmid encoding GFP (pMAX_GFP, Lonza). GFP expression was monitored by fluorescence microscopy (Olimpus IX-50). After 24 h after transfection, cells were treated with harringtonine (2 μg/ml) for 3 min, followed by cycloheximide addition (CHX, 10 μg/ml, SIGMA cat. no. 01810) and incubation for 5 min at 37°C. Controls were not treated with harringtonine. Cell lysates were obtained using a hypotonic lysis buffer (IMMAGINA Biotechnology, cat. no. RL001-1). Lysate absorbance at 260 nm was measured by Nanodrop ND-1000 UV-VIS Spectrophotometer and then diluted to a final value of 1.7 a.u. (absorbance measured at 260 nm) in 250 μl of W-buffer (IMMAGINA Biotechnology, cat. no. RL001-4). Ribosome protected Fragments (RPFs) were generated by treating the diluted lysate with 12.7 U of RNase I (Ambion, cat. no. AM2295) at room temperature for 45 min in an orbital mixer (31). RNase I digestion was stopped by adding 10U of Supernase Inhibitor (Thermo Scientific, cat. no. AM2696) for 10 min on ice.

### Sucrose cushioning of HEK293T cell lysates

After RNAse I digestion, HEK293T cell lysates were loaded on top of 900 μl of a 30% sucrose cushion (30 mM Tris–HCl pH 7.5, 100 mM NaCl, 10 mM MgCl_2_, 1 M sucrose in nuclease-free water) supplemented with 20 μg/ml of CHX. Samples were ultracentrifuged at 95 000 rpm at 4°C for 2 h using a TLA100.2 rotor (Beckman). The pellets were resuspended in 200 μl of W-Buffer and treated with 1% SDS (Sigma cat. no. 05030) and 0.1 mg Proteinase K (Euroclone, cat. no. EMR022001) at 37°C for 75 min. RNA was extracted by acid-phenol:chloroform, pH 4.5 (Ambion, cat. no. AM9722), precipitated with isopropanol, air-dried, resuspended in nuclease-free water and analyzed on 15% acrylamide/8M urea precast gel. RPFs were size-selected (corresponding to 25–35 nt bands) and extracted from gel. Before starting with library preparation, isolated and purified RPFs were quantified using the Qubit™ miRNA Assay Kit (Thermo Fisher, cat. no. Q32881).

### Purification of ribosome protected fragments from mouse liver

Mouse liver were dissected immediately following sacrifice of wild-type FVB mice obtained from breeding stocks at the University of Edinburgh. All procedures were performed under licensed authority from the UK Home Office (PPL P92BB9F93). Tissues were pulverized under liquid nitrogen using a pestle and a mortar and the lysates were obtained according to previous protocols (32). Lysates were treated with RNAse I and the 80S were isolated using sucrose gradient separation according to previous protocols (33). The RNA were purified using acidic phenol/chloroform extraction from the 80S sucrose fraction. RPFs (25–35 nt) were obtained after purification in denaturing 15% UREA-PAGE and divided into two aliquots. One was used for library preparation according to Ingolia protocol (30,33). The other aliquot was used for circAID-p-seq. All experiments were performed in biological triplicate.

### Library preparation for Ribosome profiling experiment

#### Illumina library preparation

Libraries from RPFs isolated from HEK293T cells were prepared using the SMARTer^®^ smRNA-Seq Kit for Illumina (Takara, cat. no. 635029) and sequenced with 50 cycles single-read on an Illumina NovaSeq 6000. HEK293T RPFs were extracted from independent biological replicates for circAID-p-seq/ONT and SMARTer^®^ smRNA-Seq /Illumina sequencing. Lists of the counts per gene are reported in Additional file 2. Mouse liver RPFs were extracted from three biological replicates. For each replicate, the same pool of PAGE purified RPFs of each triplicate were used for parallel circAID-p-seq/ONT and Illumina sequencing. Illumina libraries for mouse liver were prepared according to Ingolia et al., 2012 (30) and sequenced with 50 cycles single-read on an Illumina HiSeq2500. List of the counts per gene are reported in Additional file 3.

#### CircAID-p-seq library preparation

CircAID-p-seq library preparation for both HEK293T and mouse liver samples, was performed following the protocol for circAID-p-seq as described above.

In particular, upon RPFs isolation, 5′ phosphorylation was performed with T4 PNK 3′ minus (NEB, cat. no. M0236S), according to manufacturer's instructions. RNA fragments were purified from the reaction using a RNA Clean & Concentrator™-5 column (Zymo Research, cat. no. R1013). The resulting RNA fragments were ligated via 3′P ligase (RtcB, NEB), according to the following conditions: 30 pmol of RNA fragment, 10 pmol of ADR12, 15 pmol 3′P ligase, 1 × 3′P ligase buffer, 100 μM GTP, 1 mM MnCl_2_ in a final volume of 10 μl. The reaction was incubated 2 h at 37°C and then purified through gel extraction, as described in the gel analysis section above. After gel purification, ligation product (RPFs:ADR12) was subjected to circularization, followed by RNase R treatment according to the reaction condition described in the paragraph above (Circularization and RNAse R treatment). Circular RNA was purified through RNA Clean & Concentrator™-5 column (Zymo research, cat. no. R1013), then subjected to RT-RCA and second strand synthesis according to the reaction condition described in the paragraph above (reverse transcription-rolling circle amplification (RT-RCA) and second strand synthesis). In particular, 50 pmol of ADR12_R and 50 pmol of ADR12_F primers (Additional file1) were used for RT-RCA reaction and second strand synthesis, respectively. Double strand cDNA was purified using AMPure XP beads (Agencourt, cat. no. A63881) according to manufacturer's instructions and then subjected to end repair and dA-tailing reaction using NEBNext End repair/dA-tailing module (NEB, cat. no. E7546S) following the manufacturer's instruction. The reaction mix was purified with AMPure XP beads (Agencourt). ONT Adaptor mix was added according to the direct cDNA sequencing kit protocol (SQK-DCS109, ONT), then loaded on a R9.4 flow cell and sequenced for 20–24 h with MinION device.

### circAID-p-seq data analysis with CircAidMe

CirAID-p-seq produces long concatemeric molecules containing tandem repeats; each repeat comprises one adaptor and one fragment of interest (called insert hereinafter). Once the cDNA is produced, it can be sequenced with the ONT platform. In ribosome profiling experiments, each insert is a ribosome protected fragment. To analyse the data obtained with cirAID-p-seq we developed a custom pipeline (written in Python 3): CircAidMe. The FASTQ files obtained by the Guppy 3.6.1 (available from ONT via https://community.nanoporetech.com) base calling are processed to generate the consensus sequence of the RNA inserts within each selected concatemeric read. The selection criteria are defined by the user and include filtering by insert length (for our libraries we selected fragment lengths between 15 and 40 nt), read length and by minimum number of RNA inserts in the concatemeric reads.

For quantitative analysis, we first reasoned that the two strands of the concatemeric cDNA carry complementary information (Supplementary Figure S4A). If this was the case, only one strand of the double stranded cDNA should to be taken into account for an accurate quantitative analysis and for avoiding double counting the same fragment. To evaluate if this had occurred, and to determine which strand is the most reliable, we compared the raw read length of both forward and reverse cDNA concatemeric strands based on the orientation of the adaptor sequence (Supplementary Figure S4A). We noticed that forward reads, generated during the second strand synthesis, are generally shorter and less abundant than the reverse reads (Supplementary Figure S4B). This effect most probably derives from multiple annealing sites of the primer for second strand synthesis on the concatemeric cDNA. Therefore, since forward-strand synthesis can generate fragmented copy of the reverse strand, the forward strand could introduce biases in quantitative experiments. Then, we noticed that a portion of the reads carry forward and reverse strands fused together. This effect is known to be caused by two different molecular reactions: (i) a second strand entering the pore immediately after the first strand without the sequencing device been able to detect two independent molecules (we called this type of reads ‘fused reads’) (34) or (ii) a hairpin at the 3′-end of the cDNA strand that functions as a primer during second strand synthesis (35,36) (we called this type of reads ‘hairpin reads’, Supplementary Figure S4A). We optimized CircAidMe to split fused reads, while leaving hairpin reads untouched. The latter are useful to produce longer reads (Supplementary Figure S4B), and a better consensus for quantitative analysis.

The circAidMe pipeline performs the following steps: first, fused reads are detected by (i) searching for remaining ONT adaptors in a read after adaptor removal and (ii) detecting orientation of the circAID-p-seq adaptors, which indicate a fused read. Fused reads are then split at the appropriate position (forward or reverse). Second, for every read the circAID-p-seq adaptors, flanking the inserts, are detected. Thus, the inserts are then identified and extracted. Third, a multiple sequence alignment (MSA) of all inserts extracted from the same read is performed with MUSCLE v3.8.1551 (37). The MSA is examined using esl-alipid (https://github.com/EddyRivasLab/easel/tree/master/miniapps) and low quality reads are detected and removed. Finally, a second MSA of the remaining inserts is performed and the consensus sequence generated. Throughout the pipeline, the detection of ONT- and circAID-p-seq adaptors is performed using SeqAn v2.4 (38).

The final consensus sequences are collected in a FASTA file for downstream analyses. Several parameters for each read are collected and stored in a CSV file while executing CircAidMe to evaluate the quality of the circAID-p-seq library, including: number of inserts per read (≥3 for Ribo-seq), number of adaptors detected per read (≥4 for Ribo-seq), read length and consensus length (≥20 nt for Ribo-seq). Moreover, reads discarded by CircAidMe are collected in a separate FASTA file and the reason of their exclusion is provided as a tag in the report file. More details about the function of CircAidMe are available at the following GitHub repository: https://github.com/ms-gx/CircAidMe.

Accuracy of the consensus sequence was determined as reported in Volden *et al.* (39). Briefly, the accuracy is represented by the portion of the consensus sequence not altered by mismatches or indels when considering the alignment to the reference sequence/coding transcriptome. The accuracy is computed for each aligned consensus sequence and expressed as a percentage:

$$\begin{eqnarray*}&&Read\ Accuracy \nonumber \\ && = \frac{{{\rm{Read\ Length}} - {\rm{ }}\left( {{\rm{Number\ of\ Mismatches}} + {\rm{Number\ of\ Insertions\ or\ Deletions}}} \right)}}{{{\rm{Read\ Length}}}}{\rm{ *}}100\end{eqnarray*}$$

### Ribosome profiling data analysis

To assess representation of different components (rRNA, tRNA, ncRNA, cDNA) of the human and mouse transcriptome in the libraries, the consensus sequences generated by CircAidMe were iteratively mapped with Bowtie2 (40) to different classes of human or mouse transcribed sequences (as annotated In Gencode v33 for human and Genecode M25 for mouse), including: rRNAs, tRNAs and other non-coding. The remaining unmapped sequences were aligned to the human (assembly GRCh38.p13) or mouse (assembly GRCm38.p6) genomes. Alignment files are processed with Samtools version 1.9 (41) and analyzed with the RiboWaltz R package (42), to identify the P-site localization within ribosome footprints, assess the three-periodicity and compute the coverage of annotated coding regions. The Read Accuracy index is calculated as previously reported (39) with a custom R script.

Illumina data from human HEK293T cells were trimmed with Cutadapt version 2.10 (43) by removing the first 3 nucleotides of each read and the 3′ terminal adaptor plus poly-A tail. Trimmed reads of length under 15 nucleotides were discarded. Illumina data from mouse liver tissue were processed according to Ingolia *et al.* (30), removing the Illumina adaptors and retaining only reads where the adaptors were present (Cutadapt parameters used: -O 15 -e 0.15 -n 3 –m 19). Illumina reads from HEK293T and mouse liver samples were analysed following the same procedure detailed above for circAID-p-seq data, using the following annotations: Gencode v33 (genome assembly GRCh38.p13) for human; Genecode vM25 (genome assembly GRCm38.p6) for mouse.

Read coverages for each protein-coding gene from ONT and Illumina libraries were calculated with HTSeq (44) and normalized as TPM values for comparison between libraries. Reads with counts > 1 were retained when comparing ONT and Illumina libraries. PCR duplicate reads from HEK293T samples were identified with Picard MarkDuplicates version 2.23.1 (Picard Toolkit. 2019. Broad Institute, GitHub Repository http://broadinstitute.github.io/picard/; Broad Institute) with default parameters, and removed with Samtools. For mouse sample all reads aligning to the very same region were collapsed. The sequencing data have been deposited in NCBI Geo database (accession GSE174754).

Gene ontology analysis was performed using EnrichR. The top-5 enriched terms for each category are selected according to the log_10_(*P*-value). The p-value is computed using Fisher's exact test. Since the Fisher's exact test produces lower *P*-values for longer lists even when the input lists are random, EnrichR precomputes a background expected rank for each term in each gene set library (45).

## RESULTS

Currently available RNA sequencing methods require 3′ RNA dephosphorylation before library preparation. To sequence 3′ phosphorylated RNAs fragments, we developed a new approach for library preparation, which proceeds according to the following five steps (Figure 1A): (i) phosphorylation of the RNA 5′ end, (ii) ligation of an RNA adaptor molecule to the 3′P or 2′,3′cP RNA ends (46), (iii) intramolecular circularization, (iv) reverse-transcription rolling circular amplification (RT-RCA) (47), (v) second strand cDNA synthesis. Importantly, the rolling circular amplification (RT-RCA) produces a long concatemeric molecule containing tandem repeats; each repeat comprises one adaptor and one fragment of interest (called insert hereinafter). Once the cDNA is produced, it can be sequenced with the ONT platform, which allows direct sequencing of the long (>100 nt) cDNA without additional PCR amplification (48). After sequencing, all copies of the RNA fragment of interest in the concatemeric raw reads can be identified and processed. For this purpose, we developed *circAidMe*, a computational pipeline implementing (i) the identification of all insert copies in the concatemeric read, (ii) multiple sequence alignment of the inserts and (iii) generation of a highly accurate consensus sequence of the RNA insert for further analyses (Figure 1B). The circAidMe python code is freely available on GitHub at: https://github.com/ms-gx/CircAidMe. To obtain meaningful biological information, consensus sequences can be mapped to the target genome or transcriptome for downstream analyses (Figure 1B). Other works used a similar linear consensus approach by means of a Phi29 polymerase rolling circle amplification on a circularized DNA, but none of them provided scientists with opportunities for sequencing reverse transcribed circular RNA to detect short RNA fragments (39,49)

**Figure 1.**
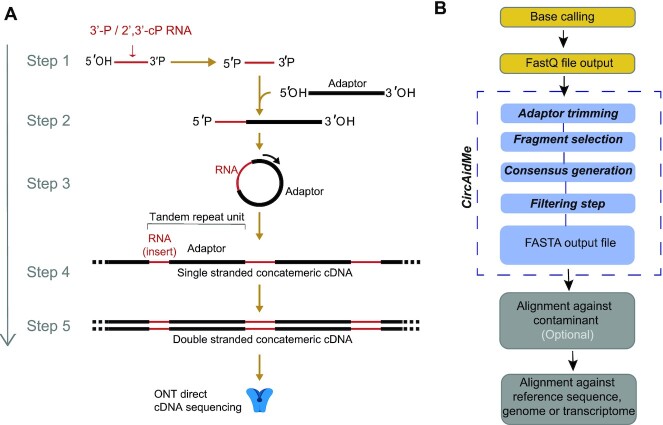
CircAID-p-seq workflow. (**A**) CircAID-p-seq library preparation: step 1: 5′ phosphorylation of the RNA fragment; step 2: selective capture of the 3′P end through the ligation with the RNA-based adaptor; step 3: circularization; step 4: Reverse Transcription - Rolling Circle Amplification (RT-RCA) - generation of the first strand, and second strand cDNA synthesis; step 5: direct cDNA nanopore sequencing. (**B**) Bioinformatics pipeline. Bases are called from the ONT output (FAST5 files) and the resulting reads (FASTQ file) are processed with circAidMe, which identifies copies of the RNA fragments and calculates their consensus sequence. Data are filtered of contaminants (e.g. rRNAs, tRNAs, other non-protein-coding transcripts) as needed and aligned against the reference sequences (e.g. genome or transcriptome).

To optimize our strategy, we utilized a 30 nt long synthetic RNA molecule, called RNA30-3′P, bearing a 3′P group. The phosphorylation of the 5′ terminus was carried out by the T4 polynucleotide kinase (PNK 3′-minus), a step required to block self-ligation and obtain 5′P-RNA30-3′P RNA species (Figure 1A). The ligation of the 3′P terminus to an adaptor (called ADR hereinafter, with 3′- and 5′- hydroxyl groups) was performed using a 3′P ligase (RtcB, Supplementary Figure S1A). This step produces an RNA:adaptor molecule. Intramolecular circularization of the RNA:adaptor was performed with a T4 RNA ligase to form circular RNAs. To confirm the effectiveness of the reaction and to remove remaining single stranded RNAs, the reaction mix was treated with RNase R to digest linear RNA molecules (50) (Supplementary Figure S1A). To synthesise the first cDNA strand and generate long single-stranded cDNA molecules carrying multiple copies of the insert, we performed a RT-RCA. To detect the multimeric cDNAs we synthesised the cDNA using three different reverse transcriptases and the product was amplified by PCR (Supplementary Figure S1B). Densitometric analysis of the PCR products showed an average processivity of about 500 nts on the circular RNA for all RT enzymes (Supplementary Figure S1C). Next, to synthesise the second cDNA strand we used a Taq polymerase with 5′-3′ exonuclease activity and a primer complementary to the adaptor used in the first ligation,. The efficiency of the second strand synthesis was confirmed by the resistance of cDNA to S1 nuclease digestion, an enzyme that acts on single stranded DNA oligonucleotides but not on double stranded cDNA (Supplementary Figure S2). The library was then sequenced with a benchtop Oxford Nanopore sequencer (MinION). After base calling, the output was analysed by CircAidMe to identify the inserts and generate the consensus sequence (see Materials and Methods and Figure 1B).

To ensure the robustness of the consensus sequence, a large number of inserts in the concatemer reads is desirable. Thus, we assessed the effect of the ADR length and sequence on the number of generated repeats. We used three adaptors, 20 nt (ADR20), 60 nt (ADR60) or 110 nt (ADR110) long to generate libraries with the same 30 nts synthetic RNA fragment (Figure 2A) (adaptor sequences are listed in Additional file 1). The read length distributions showed a major peak at about 550 nt in all samples, matching the processivity of the RT enzyme previously tested and suggesting that ADR20 generates more tandem repeats than ADR60 or ADR110 (Figure 2A and B). Then, we investigated the impact of the number of repeats on the accuracy (i.e. the percentage of the read not altered by mismatches or indels (39), see Materials and Methods) of the consensus sequence. As expected, the high number of repeats obtained with ADR20 results in a more accurate consensus (Figure 2C) and in a narrower distribution of fragment lengths (Figure 2D). In line with all these observations, to maximize the accuracy of the consensus, we used short ADRs for all further experiments.

**Figure 2.**
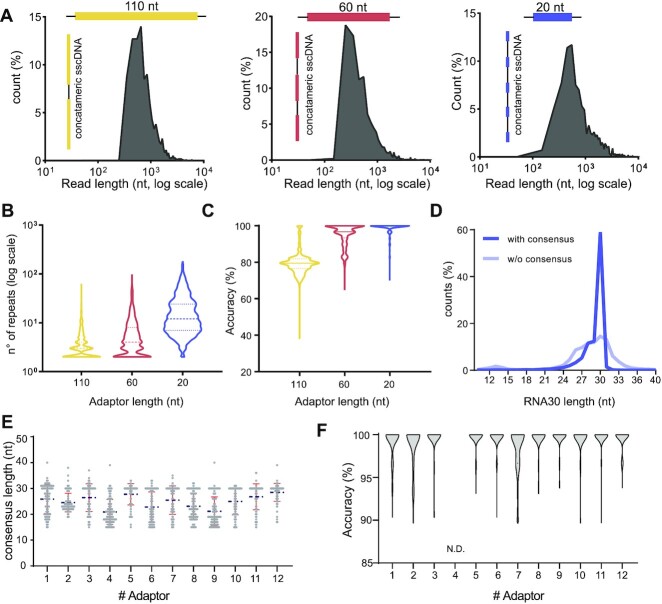
CircAID-p-seq workflow optimization. (**A**) Three different adaptors (ADR110, yellow; ADR60, red and ADR20, blue) were used to perform CircAID-p-seq on a 30 nt long synthetic fragment phosphorylated at the 3′-end. The raw reads length distribution (nucleotides, log scale) is reported as a function of the relative abundance (%) over total reads. (**B**) Violin plot showing the effect of the adaptor lengths on the number of fragment repetitions obtained after RT-RCA (dashed line, median). (**C**) Accuracy of the consensus sequence for the three adaptors (solid line, median). (**D**) Analysis of the 30RNA 3′-P fragments length distribution before (transparent blue) and after (solid blue) consensus generation, using ADR20 as adaptor. (**E**) Length distribution of the consensus sequences obtained from 12 different adaptors used to sequence a 30 nt long synthetic insert. (Blue broken line: mean. Red lines: standard deviation above and below mean). (**F**) Violin plot showing the consensus accuracy of a 30 nt long synthetic fragment obtained with each of the 12 adaptors tested. N.D., not detected, because it did not pass the quality filters for accuracy measurement.

Next, we focused on optimizing the sequence composition of ADRs. We designed twelve 24 nts long ADR oligos (Additional file 1), which are predicted to have minimal secondary structure. We pooled them at equimolar concentration for capturing and sequencing the 30 nts synthetic fragment (RNA30-3′P). After sequencing, we evaluated the length and the quality of the consensus sequence of the insert, as well as the relative abundance of each ADR. Almost all adaptors showed a correct consensus length (Figure 2E) and a high accuracy (> 95%) of the insert (Figure 2F) with median of five or more repeats per read (Supplementary Figure S3A). Reads obtained with ADR5 and ADR12 adaptors were more represented than others (Supplementary Figure S3B), suggesting that some of them displayed a higher probability to form RNA:ADR products. Since ADR12 combined a good accuracy with a relatively high read abundance, we used this adaptor in all further experiments.

To investigate whether circAID-p-seq can capture quantitative variations in RNA abundance, we sequenced a mixture of three synthetic RNA fragments (RNA-A, RNA-G and RNA-M) at different molar concentrations. For quantitative analysis, we took into consideration only reverse and ‘hairpin’ reads (Supplementary Figure S4A and S4B and Materials and Methods). The latter are useful to increase the number of repeats (i.e. the accuracy of the consensus) and are generated by a well-known mechanism (36), i.e. the exposed 3' end single-stranded cDNA folds transiently back upon itself to provide a priming point for the polymerase during the second strand synthesis. Our results showed that there is a good agreement (*R*^2^ > 0.98) between the amount of input and the number of consensus sequences obtained for each insert (Supplementary Figure S4C and D). Overall, our results provide evidence that circAID-p-seq (i) can selectively incorporate a mixture of short synthetic RNA molecules bearing a 3′P signature, (ii) is accurate and (iii) is efficiently applicable to the ONT sequencing platform.

### Ribosome profiling with circAID-p-seq

To further confirm the selectivity and efficiency of our method for library preparation in complex biological samples, we chose the framework of Ribo-seq, the sequencing of short RNA fragments protected by ribosomes from nuclease digestion. Ribo-seq provides positional information of ribosomes on transcripts as well as an indication of the RNAs engaged in translation. This experimental setup is intrinsically suitable for our purpose because the endonucleases used, e.g. RNase I, produce 25–35 nt long ribosome protected fragments (RPF), with 3′P ends. Therefore, with circAID-p-seq we can selectively and directly capture only fragments digested by the nuclease, without the need for additional de-phosphorylation steps and without the risk of sequencing RNAs fragments not generated by the enzyme.

Currently there are no available technologies for selecting and sequencing 3′P RNA fragments, therefore we compared our library preparation method with two established protocols for RPF sequencing: (i) the ligation-free sequencing protocol based on a strand switching approach (29) and (ii) the classical protocol for ribosome profiling (51). Both methods are based on the removal of the 3′P prior to library preparation and sequencing on Illumina (ILMN) platform. We used HEK293T cells to compare circAID-p-seq to a commercial switching approach (SMARTer smRNA-seq, Takara) and mouse liver samples for the standard established protocol of ribosome profiling (Figure 3A).

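The ribosome-protected fragments came from HEK293T, a human kidney-derived cell line transfected with GFP, and from the livers of 3 wild-type FVB mice, called liver A, B and C here. For HEK293T, 1 ONT and 1 ILMN library were used for each of H- and H+, and the platforms used separate cultures, so values from single libraries have no replicate check. For the livers, the RPFs of each animal were sequenced on both platforms, which gives 3 replicates per platform and a pairing by animal. The authors' deposited tables hold a count and a TPM for each gene. The counts assigned to genes summed to 693742, 59706 and 70826 on ONT and to 4553530, 5957293 and 3838829 on ILMN in livers A, B and C. The gene length behind the deposited TPM was the genomic span, introns included, to within 1 base for 78.9% of the matched human genes and 99.7% of the matched mouse genes. TPM recomputed from counts and these lengths came within 1% of the deposited TPM for 100% of values. Liver platforms were compared gene by gene with edgeR (quasi-likelihood test, TMM factors, adjusted p below 0.05), and gene lists with camera. Shares of genes carry Wilson 95% intervals, which cover counting error only.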

**Figure 3.**
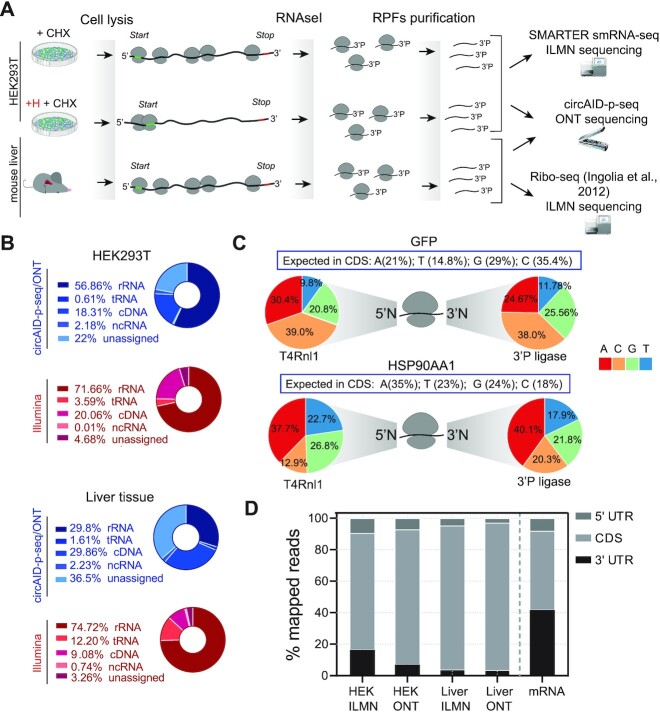
Ribosome Profiling analysis comparison: circAID-p-seq (ONT) vs Ribo-seq (Illumina). (**A**) Schematic representation of ribosome profiling experiments using HEK293T cells and mouse liver tissues. (**B**) Pie chart representing the percentage of reads mapping on coding and non-coding RNAs in HEK293T (top) and mouse liver. (**C**) Frequency of first 5′ nucleotide (5′N) and the last 3′ nucleotide (3′N) calculated for all RPFs detected with circAID-p-seq/ONT within the GFP (top) and the HSP90AA1 (bottom) coding sequence. The pie chart represents the overall percentage of each nucleotide detected at 5′ and 3′ end position of RPFs. 3′P ligase is used for 3′ ligation; T4Rnl1 is used for the intramolecular circularization between the 5′ of RPFs and 3′ of the adaptor. Blue box: percentage of each nucleotide in the entire coding sequence of the transcripts (**D**) Left, percentage of P-sites mapping to the 5′ UTR, coding sequence (CDS), 5′ UTR and 3′ UTR of mRNAs from ONT/circAID-p-seq and Illumina/Ribo-seq data. On the right, theoretical length percentage of each mRNA region (mRNA).

To determine whether circAID-p-seq can uncover changes in the localization of ribosomes along transcripts, we compared the ribosome footprint distribution in HEK293T cells untreated (H-) and treated (H+) with Harringtonine, a drug known to stall ribosomes at the start codon (52). 

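H- cells received only cycloheximide, which holds elongating ribosomes in place, while H+ cells were first exposed to harringtonine for 3 min. The counts assigned to genes summed to 85534 in H- ONT, 77755 in H+ ONT, 4056445 in H- ILMN and 3501892 in H+ ILMN. Because each platform holds 1 H- and 1 H+ library, the ONT pair and the ILMN pair served as the replicates of the treatment in edgeR, with platform as a covariate, for 3991 genes. Gene lists were compared by the median log2 H+/H- ratio of CPM (counts scaled to library size) on each platform, set beside 10000 random lists of genes with similar counts. Positions of ribosomes along transcripts were not analysed here.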

We obtained 2–5 million raw concatemeric reads per condition by using the CircAID-p-seq libraries, and 47–100 million raw reads using Illumina sequencing. In accordance with Illumina data and with the expected length of RNA fragments covered by ribosomes (53), the length distribution of the consensus sequences, generated by CircAidMe and representing putative RPFs, peaked at about 33 nts in both HEK293T and liver (Supplementary Figure S5). Even if the two platforms have different sequencing depths, we wanted to better understand the concordances between circAID-p-seq and ILMN-based sequencing and library preparation in term of RPFs coverage, number and type of genes identified. We observed a good correlation in RPFs coverage between circAID-p-seq and the two ILMN sequencing methodologies (Spearman's *R* = 0.87 in HEK293T and *R* = 0.91 in mouse liver samples) (Supplementary Figure S6A and B). 

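In HEK293T H-, 7404 genes with more than 1 count in both libraries ranked alike on ONT and ILMN (Spearman's rho 0.866). In mouse liver, the mean TPM of 14846 genes gave 0.899. The livers taken alone gave 0.932 (A), 0.885 (B) and 0.899 (C), with a SD of 0.0238. Genes are not independent replicates, so no p is given for these correlations. Part of the correlation comes from the gene length that both TPM share: with ONT counts shuffled among genes and the lengths kept, the coefficient was 0.644 in HEK293T and 0.530 in liver. With CPM, which leaves out the length, it was 0.603 in HEK293T and 0.819 in liver.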

A current limitation in small RNA sequencing experiments is the over-representation of sequences generated by PCR amplification. According to previous data (54), we observed a discrepancy between ONT and ILMN in highly expressed genes (Supplementary Figure S6C), confirming that PCR duplicates reflects a higher tendency of these genes to produce identical fragments. 

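In mouse liver, several genes of secreted plasma proteins and of globins had more counts on ONT than on ILMN relative to the other genes. Apoe, an apolipoprotein, was higher by log2 2.67 (SE 0.40, adjusted p 3.4e-05), Alb, which encodes albumin, by 2.63 (SE 0.32, 2.2e-05), Ahsg by 2.42 (SE 0.33, 2.3e-05) and the iron carrier Trf by 1.73 (SE 0.16, 3.6e-06; edgeR, n = 3 livers per platform). The beta globins Hbb-bs (2.38, SE 0.27) and Hbb-bt (2.09, SE 0.22) were also higher, as were mt-Nd1 of complex I (3.05, 0.0040), the elongation factor Eef1a1 (1.03, 0.0083) and Afp (1.77, 3.1e-05), the last chosen after its value was seen. Mat2a, which makes S-adenosylmethionine in many tissues, was lower on ONT (-1.99, SE 0.28, adjusted p 0.048), as was the collagen gene Col18a1 (-0.99, SE 0.23, 0.049). Mat2a no longer passed with liver as a replicate block (0.28) or when any liver was left out (0.075 to 0.24), nor Col18a1 when any liver was left out (0.15 to 0.22), with upper-quartile factors (0.075) or with thinned ILMN counts (0.095). Without liver A, mt-Nd1 (0.11) and Eef1a1 (0.15) did not pass. A ranking was made of the 74 higher genes with the same direction in 3 livers and at least 10 TPM on both platforms. Its highest values were those of CT010467.1 (4.92, SE 0.43), annotated as rRNA, the pseudogene Spin3-ps (4.74) and AY036118 (4.68). The noncoding genes Gm23444 (3.48), Gm23472, Gm25939 and Gm24497 (3.47 each) followed, with nearly the same counts. Gm42418 (3.42) overlaps CT010467.1 and AY036118, so the assignment of counts among them is uncertain. Without liver A, Spin3-ps (0.075), AY036118 (0.12) and Gm42418 (0.12) did not pass, and without liver B neither did Gm23444 and the 3 genes like it.

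Of 12593 tested genes, 215 passed in liver, 140 higher and 75 lower on ONT, and 2455 had an unadjusted p below 0.05. With liver as a replicate block 86 passed, and with ILMN thinned to the ONT totals 71 (69 higher and 2 lower, of 1442 tested). Leaving out 1 liver gave 28 (25 higher and 3 lower, without A), 68 (61 and 7, without B) or 448 (318 and 130, without C). The changes and their directions are measured from the TMM zero, and the all-gene median lies below it at -0.35. Among plasma protein genes, 11 of 47 were higher, 0 lower and 36 not passed (19 higher when adjusted over the list alone; median 0.36; camera adjusted p 1.6e-21, and 0.19 with the correlation among genes estimated). Among globin and erythroid genes, 4 of 10 were higher and 6 not passed (4 alone; camera adjusted p 2.2e-06, estimated 0.19). Cytosolic ribosomal protein genes had 1 higher and 74 not passed of 75 (1 alone). With liver as a replicate block they had 0 higher and 1 lower. Their median of -0.20 is below 0 and above the all-gene median, and camera placed them upward (adjusted p 0.0031, estimated 0.997, and 0.17 without liver B).

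In HEK293T H-, the 100 genes with the highest ONT TPM had a median log2 ONT/ILMN ratio of 1.53, and in the 3 livers taken alone a mean of 0.635 (SD 0.0462). Scaled to the ILMN total, ONT counts put 26 genes of H- above 2 counts per exonic base, the highest being HSP90AB1, a cytosolic chaperone, with 5.30, while in ILMN the highest gene had 1.58 (MT-ND5). In liver ILMN, 50, 81 and 46 genes exceeded 2 counts per exonic base, led by Trf with 14.2 and 16.8 and by Ahsg with 13.6. The HEK293T libraries are single, so this difference has no replicate check.

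**Figure D1:**
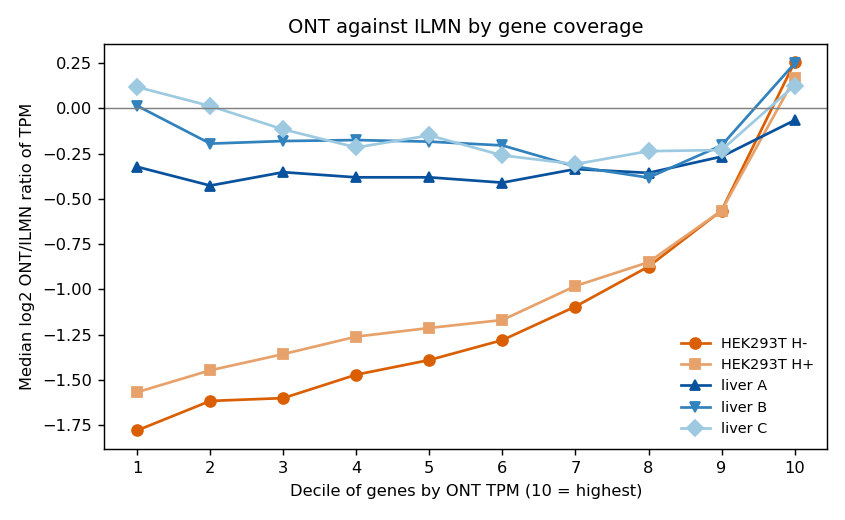
Median log2 ONT/ILMN ratio of TPM (y axis) by decile of ONT TPM (x axis) for H- and H+ HEK293T and livers A, B and C, 1 library per platform each, without error bars. From the lowest to the highest decile the ratio went from -1.78 to 0.25 in H- and from -0.32 to -0.07 in liver A. The deciles rank genes by the ONT values that also form the ratio.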

As circAID-p-seq is a PCR-free protocol, PCR duplicates are not an issue. When we correlated circAID-p-seq data we obtained strong correlations within HEK293T (H + and H-) and within replicates (Pearson's *R* > 0.90) in mouse liver samples (Supplementary Figure S7). 

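Between H+ and H- cells, genes with long coding sequences had the higher ratios and many genes with shorter ones the lower. The myosin heavy chain MYH9 had log2 ratios of 1.37 on ONT and 0.34 on ILMN, the kinase MTOR 1.91 and 0.29, and the nuclear pore gene RANBP2 1.58 and 0.31. Calmodulin CALM2 had -3.06 and -0.13, ribosomal protein RPL37A -2.92 and -0.05, and RPS23 -2.11 and -0.11. The 44 genes with very long coding sequences had medians of 0.66 on ONT and 0.21 on ILMN, both at percentile 100 of random lists. The 76 ribosomal protein genes (-0.91, percentile 0) and the 30 proteasome genes (-0.91, percentile 0) were low on ONT, while on ILMN they had -0.03 and -0.10 (percentiles 71.7 and 2.5). The 13 mitochondrially encoded genes, read by ribosomes of a different kind, had 0.34 and 0.18 although their coding sequences are short. The list medians are scaled by library totals and the ratios of single genes and of the figure by TMM, with which these 13 genes had 0.34 and 0.26, so list and single-gene values are not on the same zero. JUN, a transcription factor gene with a short coding sequence, was another exception (1.44 and 0.22).

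None of these single-gene differences passed: edgeR gave 0 of 3991 genes, with 56 at an unadjusted p below 0.05, and DESeq2 gave 0 with 14. Across 3978 genes the rank correlation of coding length with the ratio was 0.355 on ONT and 0.593 on ILMN. The ratios of the 2 platforms had the same direction for 60.5% of genes (rank correlation 0.306). Genes are not independent replicates, so no p is given.

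Within ONT, log10 TPM of H- and H+ gave a Pearson coefficient of 0.927 over 5955 genes, and the liver pairs gave 0.903 (A and B), 0.911 (A and C) and 0.935 (B and C), a mean of 0.916 (SD 0.0165). Within ILMN the liver pairs gave 0.985, 0.979 and 0.980.

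**Figure D2:**
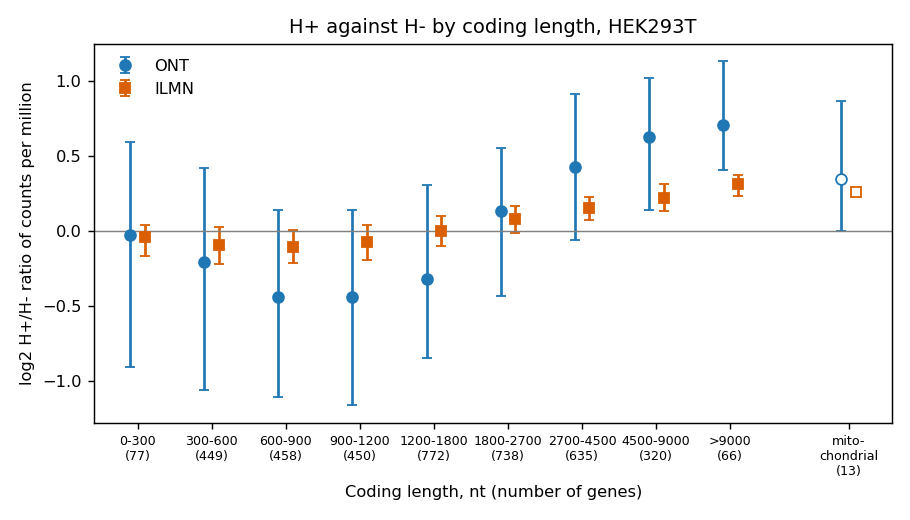
Median log2 H+/H- ratio (y axis, bars from the lower to the upper quartile of genes) by coding length (x axis) on ONT and ILMN, 1 library per condition and platform. Open symbols are the 13 mitochondrially encoded genes; cytosolic genes of up to 300 nt had -0.03 on ONT, those of 600 to 900 nt -0.44 and those over 9000 nt 0.71.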

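The 3 livers differed on ONT in how many genes had more than 1 count: 14815 in liver A, 4467 in liver B and 5028 in liver C. With 1 count or more, liver A had 18654 genes, B 6055 and C 6804, while on ILMN the same livers had 23436, 24963 and 23592. The 20 genes with the most counts, among them Ahsg, Trf, Alb, Apoe and Fn1, took 17.4% of ONT counts in liver A, 29.9% in B and 25.6% in C, and 8.66%, 7.92% and 9.24% on ILMN. Liver A started from 119 ng of RPFs and 1990 pores, liver B from 75 ng and 1100 pores, and liver C from 58.8 ng and 1200 pores. The run of liver A was the shortest, with 19 h 45 min against 21 h in B and 20 h 30 min in C. With 1 ONT library per liver the effects of material and pores cannot be told apart.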

As previously observed (55–57), the variability in the number of raw reads within replicates (i.e. genes detected) is likely due to different (i) amount of starting material, (ii) sequencing time and (iii) number of pores available in ONT flow cells (Additional file 4). To confirm the robustness of circAID on single transcripts coverage across replicates, we measured the RPF coverage distribution along the coding sequence (CDS) of four transcript (HbA2, Alb, C4B-201, Hmgcs2). The rationale behind the choice of these transcripts is that the first two (HbA1 and Alb) have, overall, a higher coverage (13 800 TPMs for HbA1 and 4600 TPMs for Alb), compared with Hmgcs2 and C4B (660 TPMs for Hmgcs2 and 630 TPMs for C4B). 

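The alpha globin genes Hba-a1 and Hba-a2, of red cells, had mean ONT values of 23503 TPM (SD 7524) and 26757 TPM (SD 8755) over 3 livers, and Alb, the most abundant plasma protein, 7384 TPM (SD 2950). The complement gene C4b had 121 TPM (SD 46.7). On ILMN the same genes had 7524 (SD 816), 8411 (SD 886), 1427 (SD 116) and 266 TPM (SD 26.8). Alb ranged on ONT from 4612 in liver A to 10484 in liver B, and Hba-a1 was 32191 in liver B against 19197 in A and 19120 in C. Between platforms Hba-a1 (1.90, SE 0.25) and Hba-a2 (1.93, SE 0.25, both adjusted p 1.4e-04, edgeR) were higher on ONT, while C4b (-0.78, adjusted p 0.18) did not pass. The 2 alpha globin genes encode near-identical transcripts, so the division of counts between them is uncertain.

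**Figure D3:**
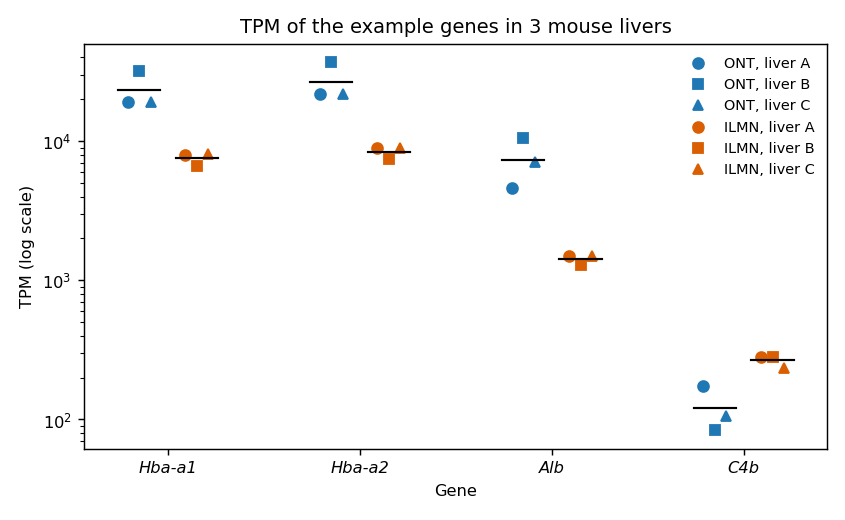
TPM (y axis, log scale) of 4 genes on ONT and ILMN; each point is 1 liver and the black line is the mean of 3 livers. Hba-a1 had 23503 TPM on ONT and C4b 121.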

Our results confirm that the distribution of RPFs within transcripts is consistent among replicates (Supplementary Figure S8).

To finally confirm that circAID-p-seq can detect ribosome footprints, we investigated the number and percentage of reads mapping to protein coding sequences (cDNA). In circAID-p-seq data, 18% of reads from HEK293T and 29% of reads in mouse liver mapped to coding genes. In Illumina data, 20% and 9% of the reads from HEK293T and mouse liver respectively, aligned to coding genes (Figure 3B). We identified a total of 9,419 genes in HEK293T/H- (5,002 with > 10 Transcripts Per kilobase Million, TPM) for circAID-p-seq and 16,754 genes (8820 with > 10 TPM) (Additional file 2) for ILMN. 

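In HEK293T H-, replication-dependent histone genes led the endogenous ONT genes by TPM, with H3C2 at 28588, H4C3 at 26703 and H1-4 at 22694, and these are short genes without introns. On ILMN the mitochondrially encoded genes led, with MT-ND5 at 6160, MT-ND6 at 5760 and MT-ND4 at 5669. By count, ACTG1, a cytoplasmic actin, and NCL, a nucleolar protein, had 341 and 331 counts on ONT, while PRKDC (5022) and HUWE1 (4887), 2 genes with very long coding sequences, led ILMN. The 20 most counted genes took 6.32% of ONT counts and 1.56% of ILMN counts. In H+, 9283 genes had 1 count or more on ONT and 16753 on ILMN.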

About 55% of genes identified with ILMN were detected also by the ONT sequencing. More than 96% of these genes are in common with ILMN (Supplementary Figure S9A). 

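Above 10 TPM in HEK293T H-, 4832 genes were on both platforms, 3988 on ILMN only and 170 on ONT only. That is 54.8% (95% interval 53.7 to 55.8) of ILMN genes and 96.6% (96.1 to 97.1) of ONT genes. Of 76 mitochondrial ribosomal protein genes 61 were above the threshold on ONT and 72 on ILMN, and of 44 genes with very long coding sequences 20 and 35, while above 10 CPM, without division by length, all 44 passed on both. Of 37 replication-dependent histone genes 34 passed on ONT and 37 on ILMN, and the 23 chaperone genes all passed on both. At 1 count or more 9380 genes were shared, 56.0% (55.2 to 56.7) of ILMN genes and 99.6% of ONT genes. With TPM recomputed from exon length, 7667 genes exceeded 10 TPM on ONT.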

In line with this result, in circAID-p-seq mouse liver we identified 62% (4838 transcripts with > 10 TPM) of ILMN genes. In this case more than 91% are in common with ILMN (Supplementary Figure S9B). 

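In mouse liver, mean TPM above 10 was reached by 5491 genes on ONT and 7805 on ILMN, with 4842 on both, 649 on ONT only and 2963 on ILMN only. That is 62.0% (95% interval 61.0 to 63.1) of ILMN genes and 88.2% (87.3 to 89.0) of ONT genes. Of 50 plasma protein genes 45 passed on each platform. Mitochondrial ribosomal protein genes passed in 39 of 77 cases on ONT and 61 on ILMN, cytochrome P450 genes in 24 of 42 and 29, and genes of the urea cycle and amino acid breakdown in 21 of 26 and 25. Liver A decides much of the overlap: its share of ILMN genes also on ONT was 71.1%, against 39.3% in liver B and 42.9% in liver C. Counted at 1 count or more in any liver, 17804 genes were shared, 62.4% of ILMN genes and 91.3% of ONT genes.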

We determined that ILMN covers 0.27% of coding genes per million reads generated, while circAID-p-seq/ONT covers 2.45% of the coding genes per million reads generated. In other words, more than 4000 reads are required to detect a gene in ILMN, while only 130 reads are sufficient with circAID-p-seq. 

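Counts assigned to genes, a different denominator from raw reads, gave another comparison. In HEK293T H-, 85534 ONT counts covered 9419 genes, and the same number of ILMN counts, drawn 100 times at random, covered 11187 (SD 31.0), a ratio of 0.842. Each ONT gene took 9.08 counts and each ILMN gene 7.65. In H+ the ratio was 0.841. With at least 5 counts required the H- ratio was 0.677. Each of these is a single pair of libraries, and raw reads were not used here. Whether the deposited ILMN counts precede or follow the removal of duplicate reads is not known, and its effect on the ratio was not tested.

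**Figure D4:**
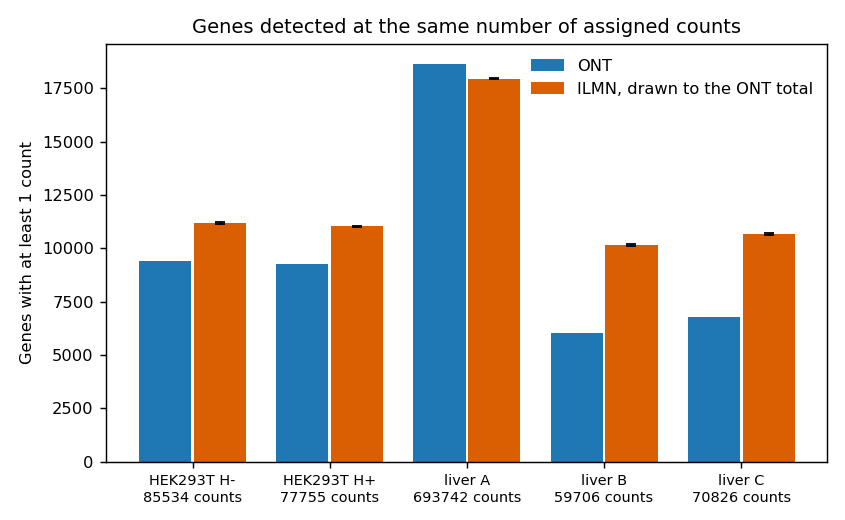
Genes with 1 count or more (y axis) on ONT and on ILMN thinned to the same number of assigned counts, for H-, H+ and livers A, B and C, 1 library each; error bars are the SD of 100 draws. Only liver A had more genes on ONT (18654 against 17962).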

Considering only genes with > 10 TPM, ILMN needs more than 8000 reads/gene while circAID-p-seq requires only 185 reads/gene. Comparable performances were obtained in mouse liver. As a result, even if with ONT the sequencing depth is lower, most of the genes detected by circAID-p-seq (>96%) match the ILMN genes with good read coverage (>10 TPM), reducing the need for deep sequencing. 

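In mouse liver at equal assigned counts, liver B had 10174 genes on thinned ILMN and liver C 10659. The ONT/ILMN ratio of genes was 1.04 in liver A, 0.595 in liver B and 0.638 in liver C, a mean of 0.757 (SD 0.244, n = 3 livers). Ahsg and Trf, genes of 2 secreted plasma proteins, had 13173 and 17538 ONT counts in liver A, 2561 and 2594 in B, and 3152 and 2226 in C, a larger part of the library in B and C. The ratio lies above 1 in liver A alone, and with at least 5 counts required it was 0.911 in A, 0.727 in B and 0.785 in C, a mean of 0.808 (SD 0.0942).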

In agreement with this, if we consider all detected genes (>1 count), we observed that the majority of circAID-p-seq data have a gene coverage higher than 1 TPM (with a median of 10 TPM) in both HEK293T cells and mouse liver. Interestingly, genes identified only by ILMN are less covered (median of 0.5 TPM), meaning that they have a low density of RPFs (Supplementary Figure S9C and D). Moreover, very low abundant transcripts are detected less efficiently in circAID-p-seq than with ILMN (Supplementary Figure S9C-D). 

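Genes found on ILMN only were less covered than genes found on both platforms, in both systems. In HEK293T H-, 7374 genes with 1 count or more on ILMN alone had a median of 1.60 TPM on ILMN (4.04 where more than 1 count was required), while genes on both platforms had 32.6 on ILMN and 11.3 on ONT. In mouse liver, 10745 genes on ILMN alone had a median of 0.519 TPM, 1697 genes on ONT alone 0.768 TPM on ONT, and 17804 genes on both 5.30 on ILMN and 3.08 on ONT. All genes detected on ONT had a median of 11.3 TPM in HEK293T (92.6% above 1 TPM) and of 2.68 TPM in liver (66.4%). The liver value is a mean over 3 livers and depends on liver A: it was 9.29 without it, and the livers taken alone had 4.59 (A), 17.5 (B) and 14.3 (C). Major urinary protein genes, which encode pheromone carriers, stayed at the bottom on both platforms, with 8 ILMN counts and 1 ONT count over 22 genes and all livers.

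**Figure D5:**
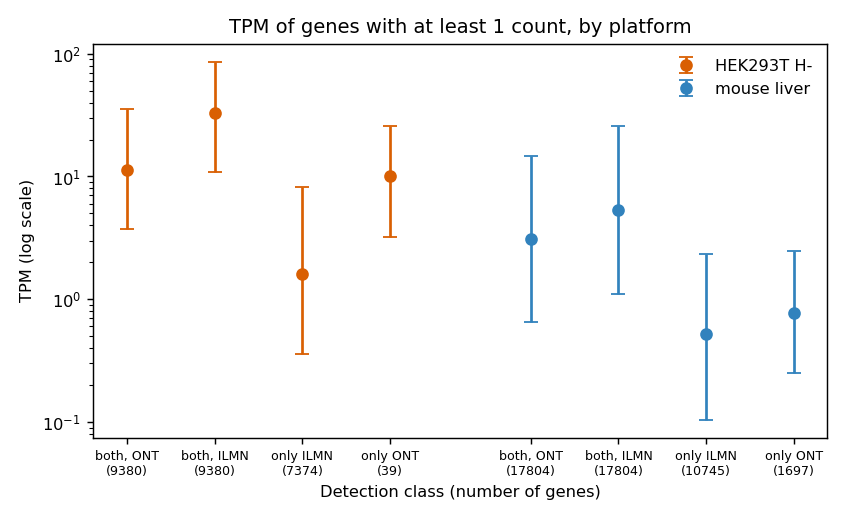
Median TPM (y axis, log scale; bars from the lower to the upper quartile of genes) by detection class in HEK293T H- (1 library per platform) and mouse liver (mean of 3 livers). Genes found on ILMN only had 1.60 TPM in HEK293T and 0.519 in liver.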

Overall, these results demonstrate that circAID-p-seq is between four and ten times more efficient in term of number of genes per million of reads with respect to the ILMN sequencing on abundant transcripts.

To further characterize genes identified by the two methodologies, we performed a Gene Ontology (GO) analysis in both HEK293T and mouse liver datasets. We observed similar enriched terms between ILMN and circAID-p-seq/ONT (Supplementary Figure S9E and F), confirming that the most representative transcripts in ILMN were also captured by and were semantically coherent with, circAID-p-seq data.

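In HEK293T H-, genes of translation and splicing were above 10 TPM more often than other genes on both platforms: 75 of 79 cytosolic ribosomal protein genes on ONT and 79 on ILMN, and 32 and 34 of 34 spliceosome genes, against 29.8% and 52.5% of 16793 genes. In liver, 72 and 74 of 78 cytosolic ribosomal protein genes passed, 14 and 16 of 19 complement genes and 9 and 9 of 10 globin and erythroid genes, against 18.2% and 25.8% of 30246 genes. All 14 lists were enriched on both platforms in HEK293T, and 21 of 25 on ONT and 22 on ILMN in liver (Fisher's exact test, adjusted p below 0.05). Above 10 TPM the liver endothelial markers had 3 of 12 genes on ONT (adjusted p 0.51) and 8 of 12 on ILMN (0.0039), and the stellate cell markers 5 of 12 (0.057) and 6 of 12 (0.098); above 10 CPM the endothelial markers had 11 of 12 on both (6.8e-06 and 6.9e-05) and the stellate cell markers 9 of 12 on both (7.8e-04 and 0.0050). Above 10 CPM the enrichment was lost for immediate early genes on ILMN in HEK293T (17 of 25, adjusted p 0.84), and in liver for lymphocyte and neutrophil markers on ONT (0.075) and ILMN (0.28) and for noncoding RNAs on ONT (0.091). Major urinary protein and cholangiocyte lists were enriched on neither platform. The difference between platforms was not tested. The paper concludes that the transcripts most represented on ILMN were also captured by circAID-p-seq. Genes of a list are not independent, and the lists were set before the data were examined; they are not the GO terms of the paper.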

Of note, CircAID-p-seq showed less reads mapping on tRNA and rRNA than ILMN in mouse liver samples, although a high percentage of unassigned reads is reported (Figure 3B). The lower rRNA contamination suggests that not all tRNAs and rRNAs contaminants derive from cleavage by RNAse I nuclease (i.e. they do not have a 3′P).

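GFP, encoded on the transfected plasmid, had 797 counts and 81706 TPM in H- ONT and ranked 1 by both. HSP90AA1, the stress-inducible cytosolic HSP90, had 364 counts and ranked 2 by count, while its 606 TPM, divided by a genomic span with long introns, ranked 204; with exon length it ranked 27. In H- ILMN, GFP had 760 counts and 3086 TPM and ranked 1091 by count and 28 by TPM, and HSP90AA1 had 1880 counts and ranked 78 by count. Each value comes from 1 library and has no replicate check, and the platforms used separately transfected cells.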

To account for ligation biases in the library construction, we analysed the nucleotide composition of the 5′ and 3′ termini of RPFs from the exogenously transfected GFP and the endogenous HSP90AA1, because these transcripts were the two with highest RPF coverage. The nucleotide composition of the first 5′ nucleotide and the last 3′ nucleotide of each RPF was compared to that of the entire CDS. For both ends, we did not observe strong deviations from the CDS (Figure 3C). This result suggests that there are no detectable sequencing biases related to the circAID-p-seq ligation steps (3'Ligase and T4Rnl1).

RPFs are expected to be over-represented within the CDS of the mRNAs, where the P-site positions are expected to exhibit trinucleotide periodicity, in contrast to those positioned in 5′UTR and 3′UTR regions. In line with this, a high percentage of the generated consensus sequences mapped to the coding sequence (CDS) within mRNAs (85.7% in HEK293T cells; and 93.4% in mouse liver) (Figure 3D). The percentage of reads mapping in the 5′UTR and 3′UTR was negligible. Finally, the percentage of P-sites in the three possible translation reading frames obtained with circAID-p-seq were in agreement with ILMN data (Figure 4A–C). A comparison between the P-site metaprofiles showed a clear trinucleotide periodicity in all sequencing approaches and samples (Figure 4A–C). Treatment with Harringtonine in HEK293T cells showed a relative increase in the signal at the start codon and a decrease along the CDS (Figure 4B) in both circAID-p-seq and ILMN, confirming the robustness of circAID-p-seq in detecting positional changes of ribosomes. Metaprofiles in mouse liver obtained using only transcripts detected in both library preparation approaches (*n* = 4115; >10 TPMs, Supplementary Figure S10) did not show significant differences between circAID-p-seq and the standard method.

**Figure 4.**
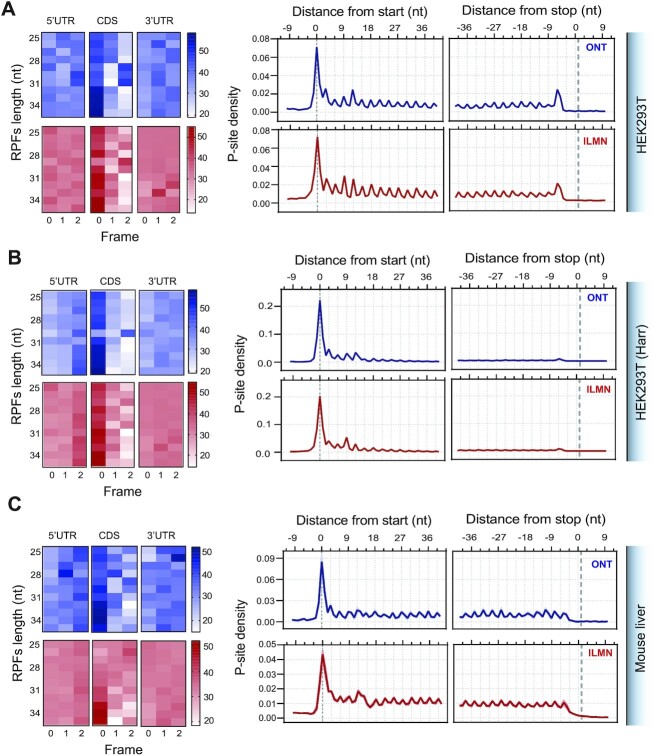
Ribosome footprint data analysis. Percentage of P-sites corresponding to the three possible reading frames (left) along the 5′ UTR, CDS, and 3′ UTR, stratified for read length and metaprofiles (right) showing the density of P-sites around translation initiation site and translation termination site for Riboseq (red) and circAID-p-seq (blue), in HEK293T not treated with Harringtonine (**A**), HEK293T treated with Harringtonine (**B**) and liver tissues (**C**). For liver tissues in C data are mean ± s.e.m. (shadowed line) of *n* = 3 biologically independent samples.

Taken together, these results confirm that circAID-p-seq allows to select and sequence actual ribosome footprints with 3′P ends. Remarkably, circAID-p-seq requires at least 10 times less raw reads than classical ribosome profiling protocols to have a global view on relatively abundant transcripts (TPM > 1). More specifically, circAID-p-seq, coupled with CircAidMe, generates ribosome profiling data consistent with existing methods. Strikingly, cirAID-p-seq has the unique advantages of a higher efficiency and no PCR amplification steps, confirming that it (i) is suitable for ribosome profiling experiments and (ii) is effective for phospho-RNA-sequencing.

## DISCUSSION

To overcome library preparation and sequencing biases due to 3′ modifications of RNA fragments (22,58), we introduced circAID-p-seq, a new approach for library preparation and nanopore sequencing of 2′,3′-cyclic phosphate- and 3′ phospho- terminated RNA fragments.

As a proof of principle, we applied circAID-p-seq to ribosome profiling experiments, which are based on the generation of RNA fragments with a 3′-phosphate generated by endonuclease digestion. We benchmarked our method against commonly used Ribo-seq library preparation protocols that require a dephosphorylation of the 3′ end. In fact, existing approaches are based on PCR steps that can introduce amplification-related issues, although recent methods that include unique molecular identifiers (UMIs) can mitigate this problem (59,60). With circAID-p-seq, no PCR step is required and after RPF purification no gel extraction steps are needed.

CircAID-p-seq is based on two ligation reactions performed by a 3′P ligase and the T4Rnl1. We have strong evidence that in our ribosome profiling data our method is free of any ligation bias because we observed a good balance of the four nucleotides at the 5′-3′ end of the RPFs sequenced, and no positional discrepancy with ILMN methods were detected. Although we did not find detailed reports about 3′P ligase bias, our results on T4Rnl1 are in agreement with previous works, where long incubation times (≥2 h) ensures negligible ligation biases (28,61). We cannot exclude that a combination of sequence length and structure within the complexity of a biological sample will bias, at some extend, the circularization step. Nonetheless the T4 Rnl1 assisted RNA ligation has been demonstrated to be robust and extensively used to produce circular RNA (62). Moreover, successful and efficient intramolecular RNA circularization has been achieved with short (15 nt) RNA strands (63,64) as well as with large viral RNA molecules (>300 nt) (65). Since we focused our attention on a relatively homogenous population of size selected and PAGE purified RNA fragments between 25 and 35 nt, any possible bias related to fragments length were not deeply investigated.

Based on ribosome profiling data, we showed that, circAID-p-seq coupled to ONT sequencing produces high-quality information in terms of (i) number of genes per million of reads and (ii) positional data of the ribosomes along transcripts. In addition, circAID-p-seq/ONT sequencing requires less absolute number of raw reads than classical ribosome profiling coupled with Illumina sequencing to achieve comparable coverage of the translatome. Furthermore, circAID-p-seq showed lower rRNA contamination than other methods, at least in our experiments. These features make the circAID-p-seq library generation extremely useful for genome-wide 3′ phospho-RNA analysis.

If required, an increase in the sequencing depth can be achieved with other ONT sequencing platforms, such as PromethION or GridION. In terms of experimental time, circAID-p-seq combined with CircAidMe allows fast ribosome profiling experiments from sequencing to data analysis (24–48 h). Of note, circAID-p-seq sequencing was performed with the portable and low throughput MinION (ONT) sequencer, affording lower instrumental costs compared to ILMN sequencing. Another advantage of circAID-p-seq/ONT sequencing is that, in the case of samples displaying sequencing problems, the run can be stopped and the flow cell re-used. The main constraints identified for circAID-p-seq are the low sensitivity with low abundance transcripts and the detection of translation events only marginally represented in Ribo-seq data, such as the translation of upstream open reading frames (uORFs), new and rare translation events or ribosome readthrough events (66,67). Future developments of circAID-p-seq need to address the option of workflow multiplexing and of reducing the required amount of input material, which is currently established in more than 3 picomoles of phosphorylated RNA fragments. The relatively high number of unassigned reads is due to the high ONT base calling error (68), that cannot be fully removed by the circAID consensus strategy. Since ONT sequencing is constantly improving with new versions of base calling software and pores, the percentage of circAID-p-seq unassigned reads will be probably lower in the future.

In addition to ribosome profiling, many other RNA footprinting techniques may take advantage of this method. For example, protocols employing endoribonucleases and generating 3′P termini with the aim of characterizing RNA-protein interactions, large RNA-protein complexes (69), and/or the interaction of small molecules with RNA (70).

More importantly, 3′P phosphorylated RNAs are hallmarks of biological processes and can be generated in living cells by toxins (5), ribozymes (4), endonucleases (2,19), the tRNA splicing endonuclease (71), the Ire1 (72), the RNase T2 (21), the RNase L (73) and some CRISPR-associated (Cas) proteins (74). Endogenous 3′P/2′-3′cP terminated RNA fragments are involved in diverse biological processes, such as RNA metabolism (7), rRNA and tRNA biogenesis (8), mRNA splicing (9), unfolding protein response (10) and stress granules production (11). Phosphorylated RNA fragments are also dysregulated in disease conditions, such as cancer (75), viral infection (76) and Amyotrophic Lateral Sclerosis (77) pointing to 3′P/2′-3′cP RNAs as likely and largely unexplored signatures of disease (78).

In conclusion, the combination of circAID-p-seq with ONT allows single molecule, fast and easy detection of biologically relevant 3′-P/cP RNA species with a portable ONT device. CircAID-p-seq is the first phospho-RNA-sequencing library preparation method successfully tested in ribosome profiling experiments and could be used in the near future to better uncover the biological role of 3′-phospho RNA molecules, a still hidden transcriptomic layer in many genome-wide profiles.

## DATA AVAILABILITY

Source code of CircAidMe along with a pre-compiled package and a description of the software are available on GitHub: https://github.com/ms-gx/CircAidMe. The sequencing data have been deposited in NCBI Geo database (accession GSE174754).

## ETHICS APPROVAL AND CONSENT TO PARTICIPATE

All animal tissue was obtained under full licensed approval from the UK Home Office following internal (institutional) and external ethical review.

## Supplementary Material

gkab1158_Supplemental_Files

# Supplementary material for: Phospho-RNA sequencing with circAID-p-seq
**Source:** Nucleic Acids Res. 2021 Dec 1;50(4):e23. doi: 10.1093/nar/gkab1158
**Supplement:** gkab1158_Supplemental_Files

**Supplementary Data includes the following items:**

**Supplementary Figures**

- Supplementary Figure S1: circAID-p-seq workflow validation
- Supplementary Figure S2: circAID-p-seq, second strand synthesis validation
- Supplementary Figure S3: circAID-p-seq adaptor optimization
- Supplementary Figure S4: Quantitative analysis
- Supplementary Figure S5: Ribosome footprints
- Supplementary Figure S6: Data correlation of Illumina and circAID-p-seq/ONT
- Supplementary Figure S7: Data correlation of circAID-p-seq/ONT
- Supplementary Figure S8: Single transcript profiles from mouse liver tissue
- Supplementary Figure S9: Ribosome footprint data analysis
- Supplementary Figure S10: Metaprofiles

**Supplementary Files:**

- Additional file 1: excel file - List of synthetic oligo used for experiments
- Additional file 2: excel file - List of genes and counts for Ribo-seq ILMN and ONT in HEK293T
- Additional file 3: excel file - List of genes and counts for Ribo-seq ILMN and ONT in mouse liver tissues
- Additional File 4: excel file - Liver samples: starting RNA amount and run details

**
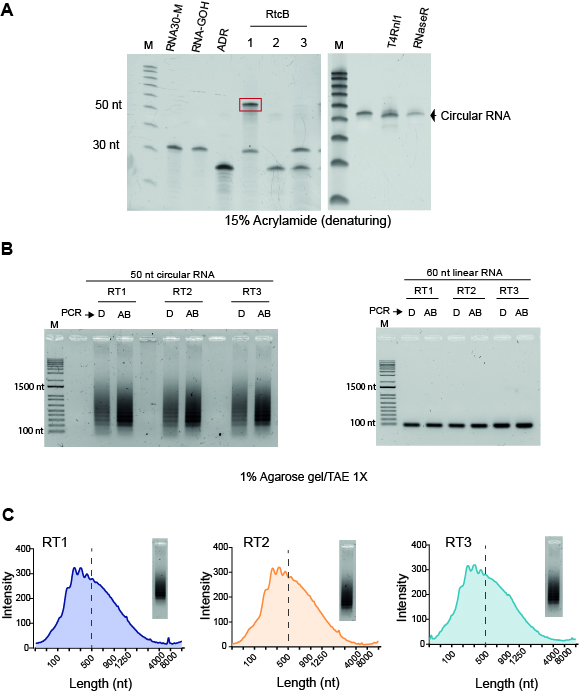
**

Figure S1. **circAID-p-seq workflow validation. (A)** TBE-urea PAGE gels showing the 3′P-mediated ligation of a synthetic 30 nt long RNA-3’P and a 24 nt long adaptor (ADR12, left panel). Lane labels indicate: RNA30-M, synthetic RNA oligo of 30 nt with a 3’P; RNA-GOH synthetic RNA oligo of 30 nt with a 3’OH; ADR, adaptor; 1, 3′P- ligation reaction between ADR12 and RNA30-M (red box shows the reaction product); 2, 3′P- ligation reaction only with ADR12 without any RNA fragment (negative control); 3, 3′P- ligation reaction between ADR12 and RNA30-GOH. On the right panel, RNA-3’P-ADR product extracted and loaded on the TBE-urea gel again, followed by circularization with T4 Rnl1 and digestion with RNase R. Note that only 1/10 of the total RNA products were loaded for each step to not overload the lane. **(B)** Agarose gels showing PCR products obtained from circular (left panel) and linear (right panel) cDNA retrotranscribed using three different RT enzyme (RT1,RT2,RT3), by two different Taq enzymes: D, dreamTaq (Thermo Fisher); AB, Super AB Taq (AB Analitica). **(C)** Representative densitometry traces of the agarose gel, as in (B), show the distribution of multimeric cDNA resolved by size, using three different RT enzyme. The densitometry analysis was performed in ImageJ.

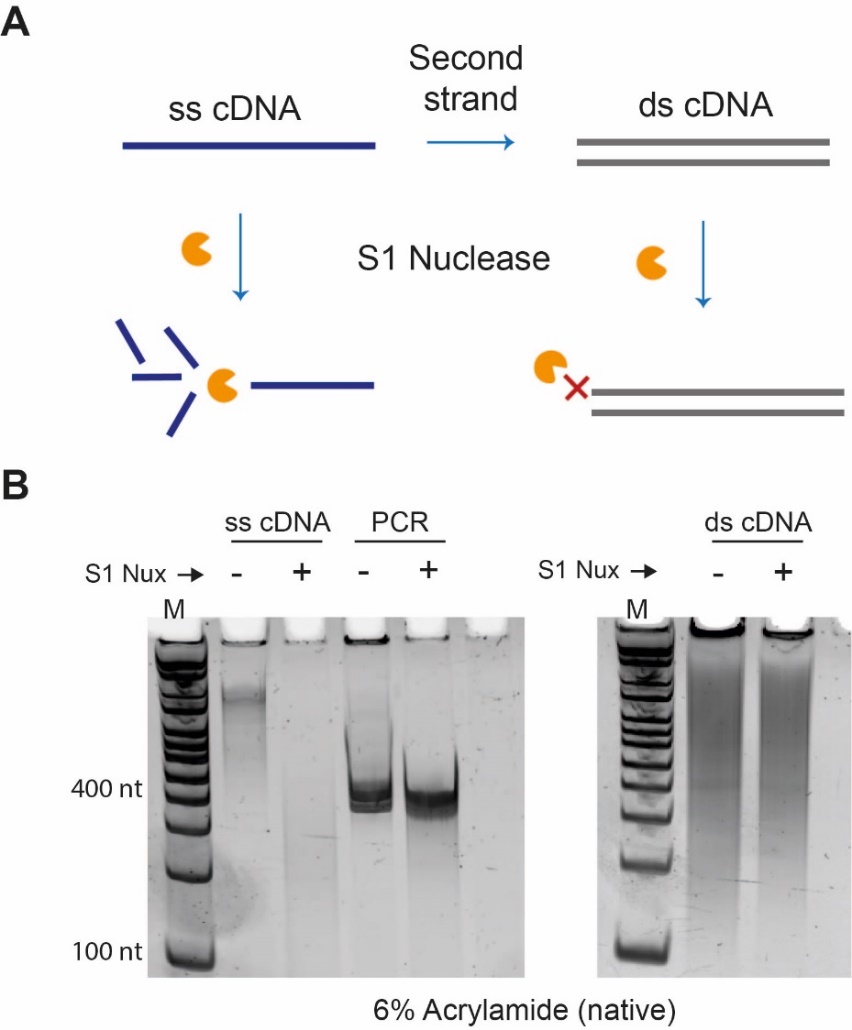

Figure S2. **circAID-p-seq, second strand synthesis validation.** **(A)** schematic representation: S1 nuclease digests single-stranded cDNA but not double-stranded cDNA. **(B)** TBE-urea PAGE gels showing the effect of S1 nuclease (S1 Nux) treatment (+) compared with no treatment (-) on the single-stranded cDNA and a PCR products (left). On the right, the double-stranded cDNA obtained with circAID-p-seq with (+) and without (-) S1 treatment.

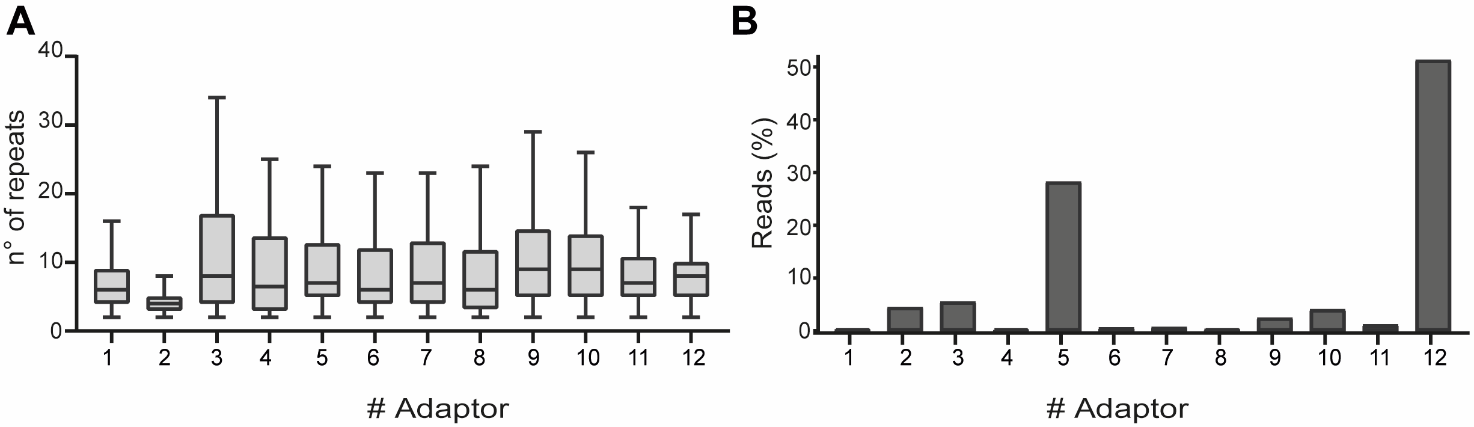

Figure S3. **circAID-p-seq adaptor optimization.** Output from an equimolar pool of 12 different adaptors. **(A)** Number of repeats obtained from each adaptor. **(B)** Percentage of reads obtained from each adaptor.

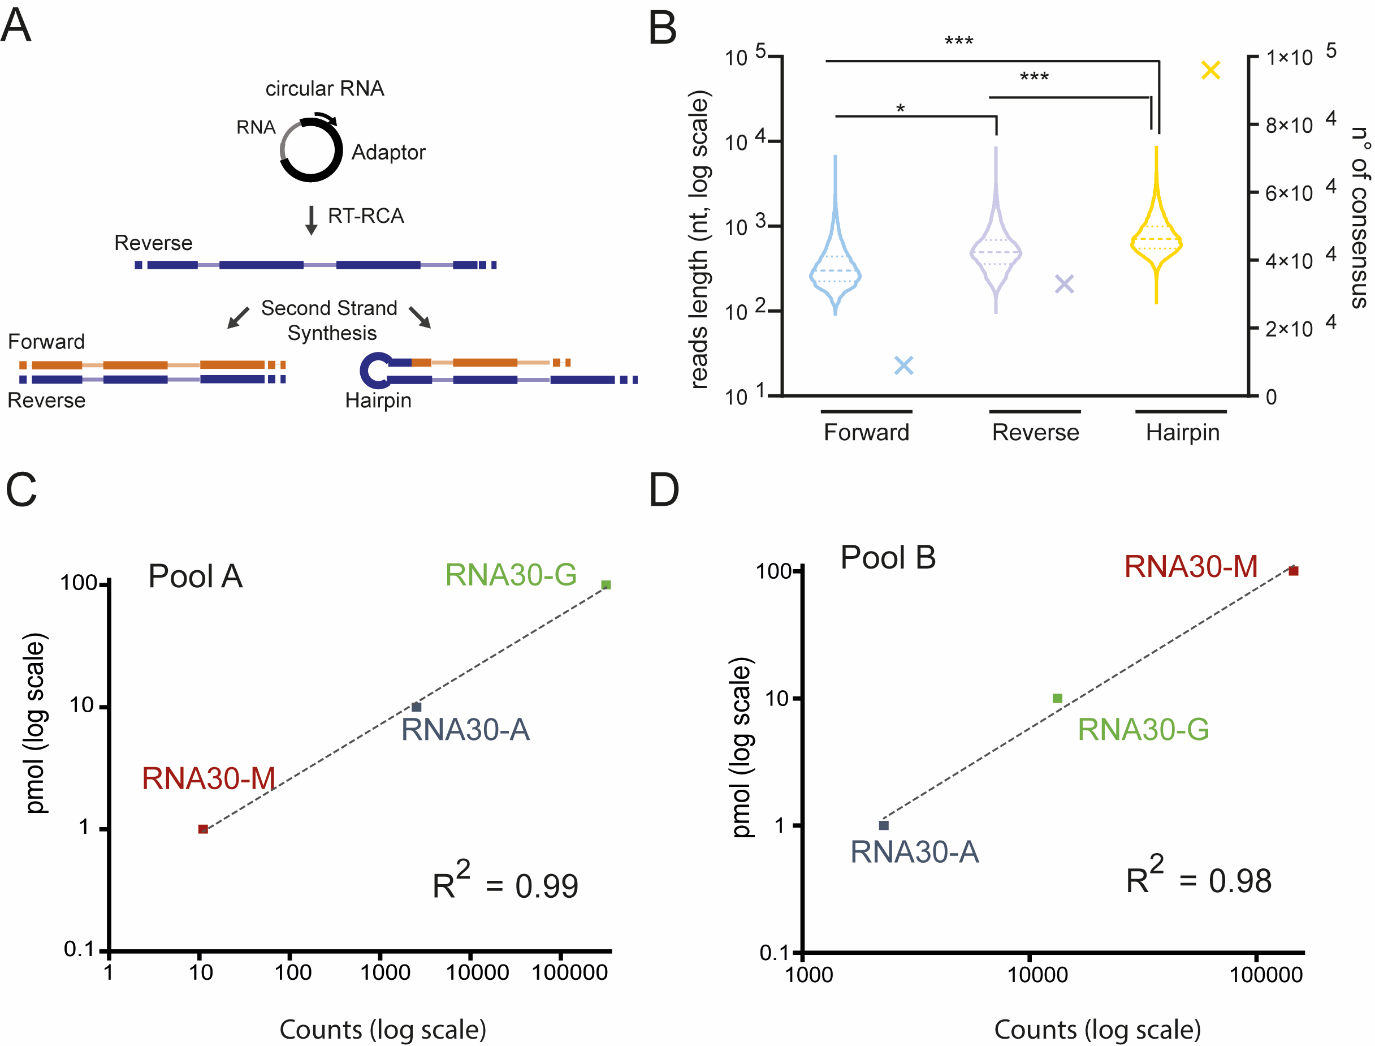

Figure S4. **Quantitative analysis. (A)** Schematic representation of reverse (blue), forward (orange) and hairpin strand, formed during circAID-p-seq steps of RT-RCA and second strand synthesis. **(B)** Violin and dot plot reporting the reads length counts (dashed line: median). The crosses report the number of consensus sequences generated after circAidMe analysis for each strand. Significance was tested with Wilcoxon test P-value (*=P < 0.05; ***= P  ≤ 2.792e-13) **(C)** Correlation between read counts and expected abundances (pmol) for Pool A **(**RNA30-M, RNA30-A and RNA30-G, mixed at 1:10:100 picomolar ratio respectively). **(D)** Correlation between read counts and expected abundances (pmol) for Pool B **(**RNA30-A, RNA30-G and RNA30-M), mixed at 1:10:100 picomolar ratio respectively. The GC content is 40% (RNA30-M, RNA30-A) and 63% (RNA30-G) and no specific RNA motifs were selected. Squared Pearson correlation coefficients (R^2^) are reported.

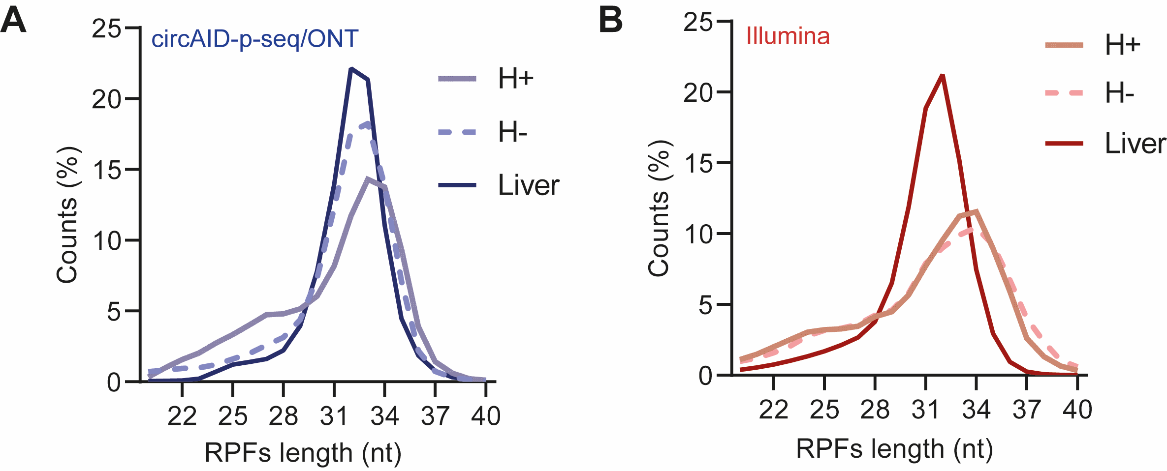

Figure S5. **Ribosome footprints.** Ribosome protected fragments (RPFs) length distribution obtained from cells treated (H+) or not (H-) treated with Harringtonine and from liver tissues using circAID-p-seq library prep **(A)** and the two Illumina Ribo-seq methods **(B).**

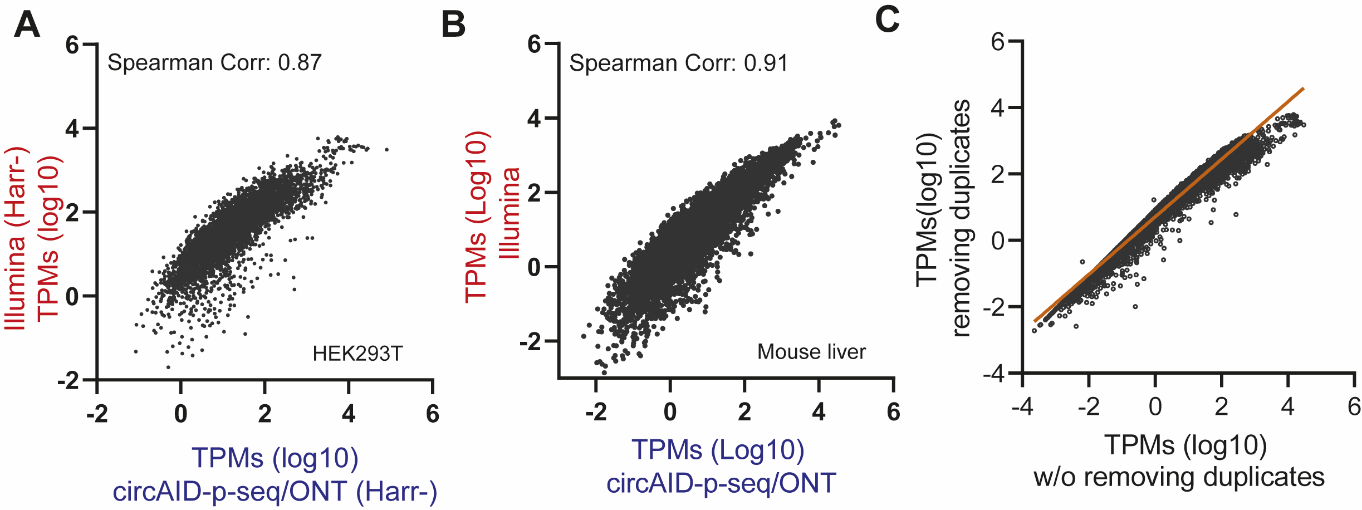

Figure S6 **Data correlation of Illumina and circAID-p-seq/ONT. (A)** RPF coverage correlation between circAID-p-seq/ONT and ILMN, in HEK293T experiment. HEK293T were transfected with GFP in different days for circAID-p-seq/ONT and ILMN sequencing respectively **(B)** RPF coverage correlation between circAID-p-seq/ONT and ILMN, in mouse liver. Data are mean of n= 3 biologically independent samples. For all data, Spearman’s rank correlation are reported in figure. All genes are filtered for more than 1 count. (**C**) RPF coverage correlation between Illumina with or without PCR duplicates removal, in HEK293T experiment. Orange lane: best linear fit (y = 1.15x). These data confirm what is reported in Fu et al., 2018, BMC genomics.

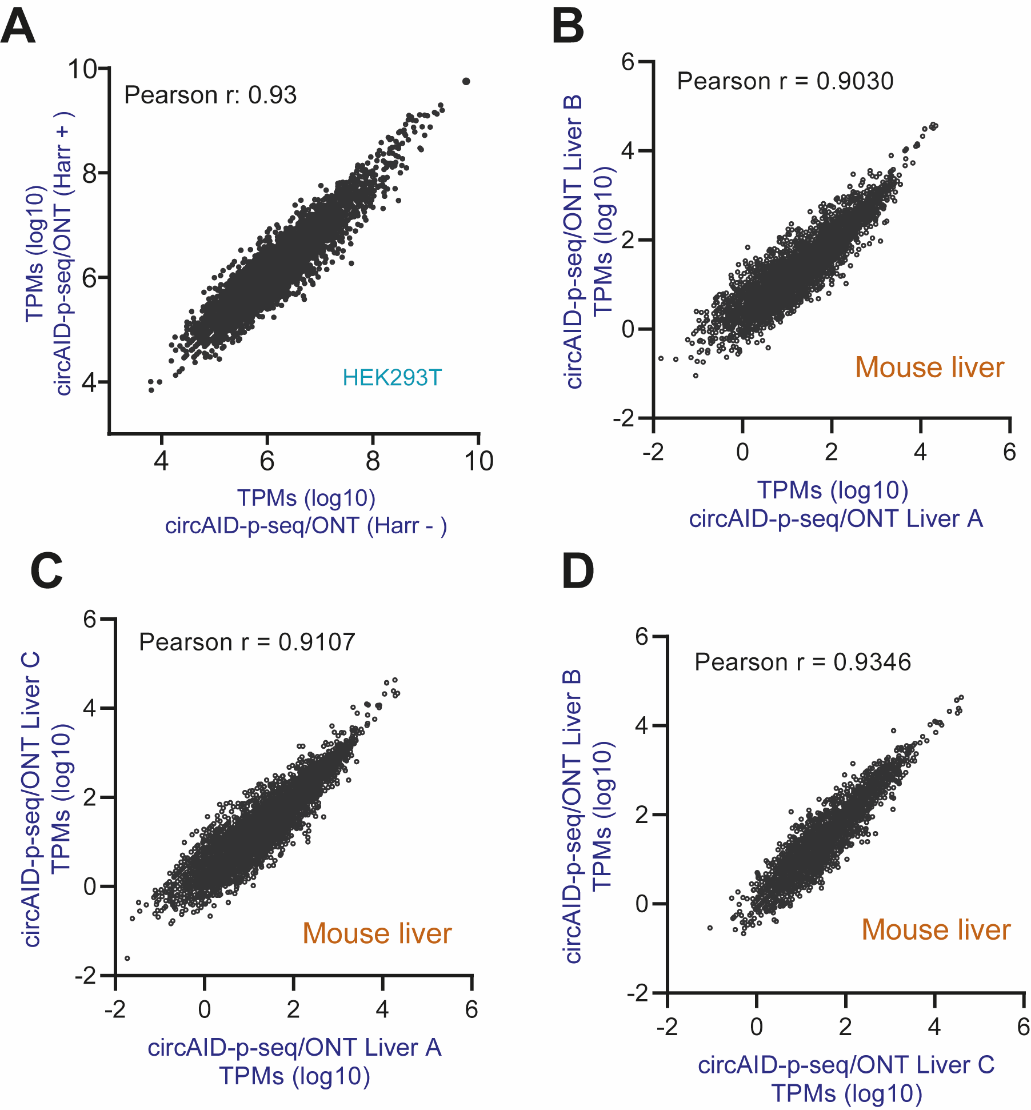

Figure S7 **Data correlation of circAID-p-seq/ONT. (A)** RPF coverage correlation between HEK293T treated and not treated with Harringtoine using circAID-p-seq/ONT method. **(B-D)** RPF coverage correlation between the three biological replicates of mouse liver tissue (Liver A, B, C) using circAID-p-seq/ONT method. For all data, Pearson linear correlation are reported in figure. All genes are filtered for more than 1 count.

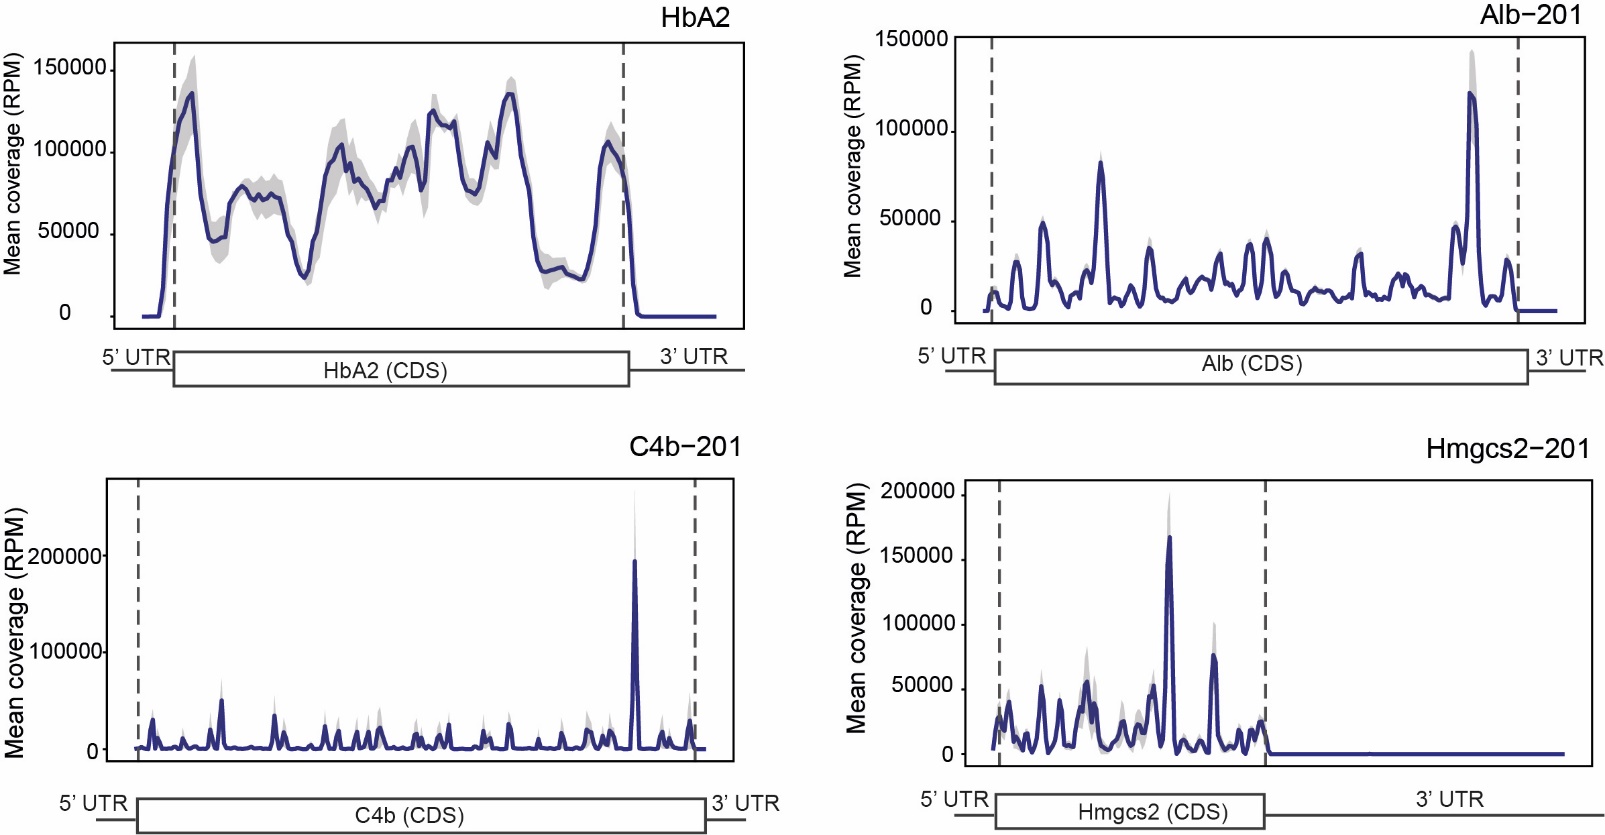

Figure S8 **Single transcript profiles from mouse liver tissue.** Representative RPF coverage tracks for four different transcripts detected in circAID-p-seq/ONT. Results are shown as the mean ± s.e.m. of n = 3 biologically independent samples (grey shadow). On the bottom of each profile the schematic representation of the coding sequence (CDS) and untranslated regions (UTRs) is shown.

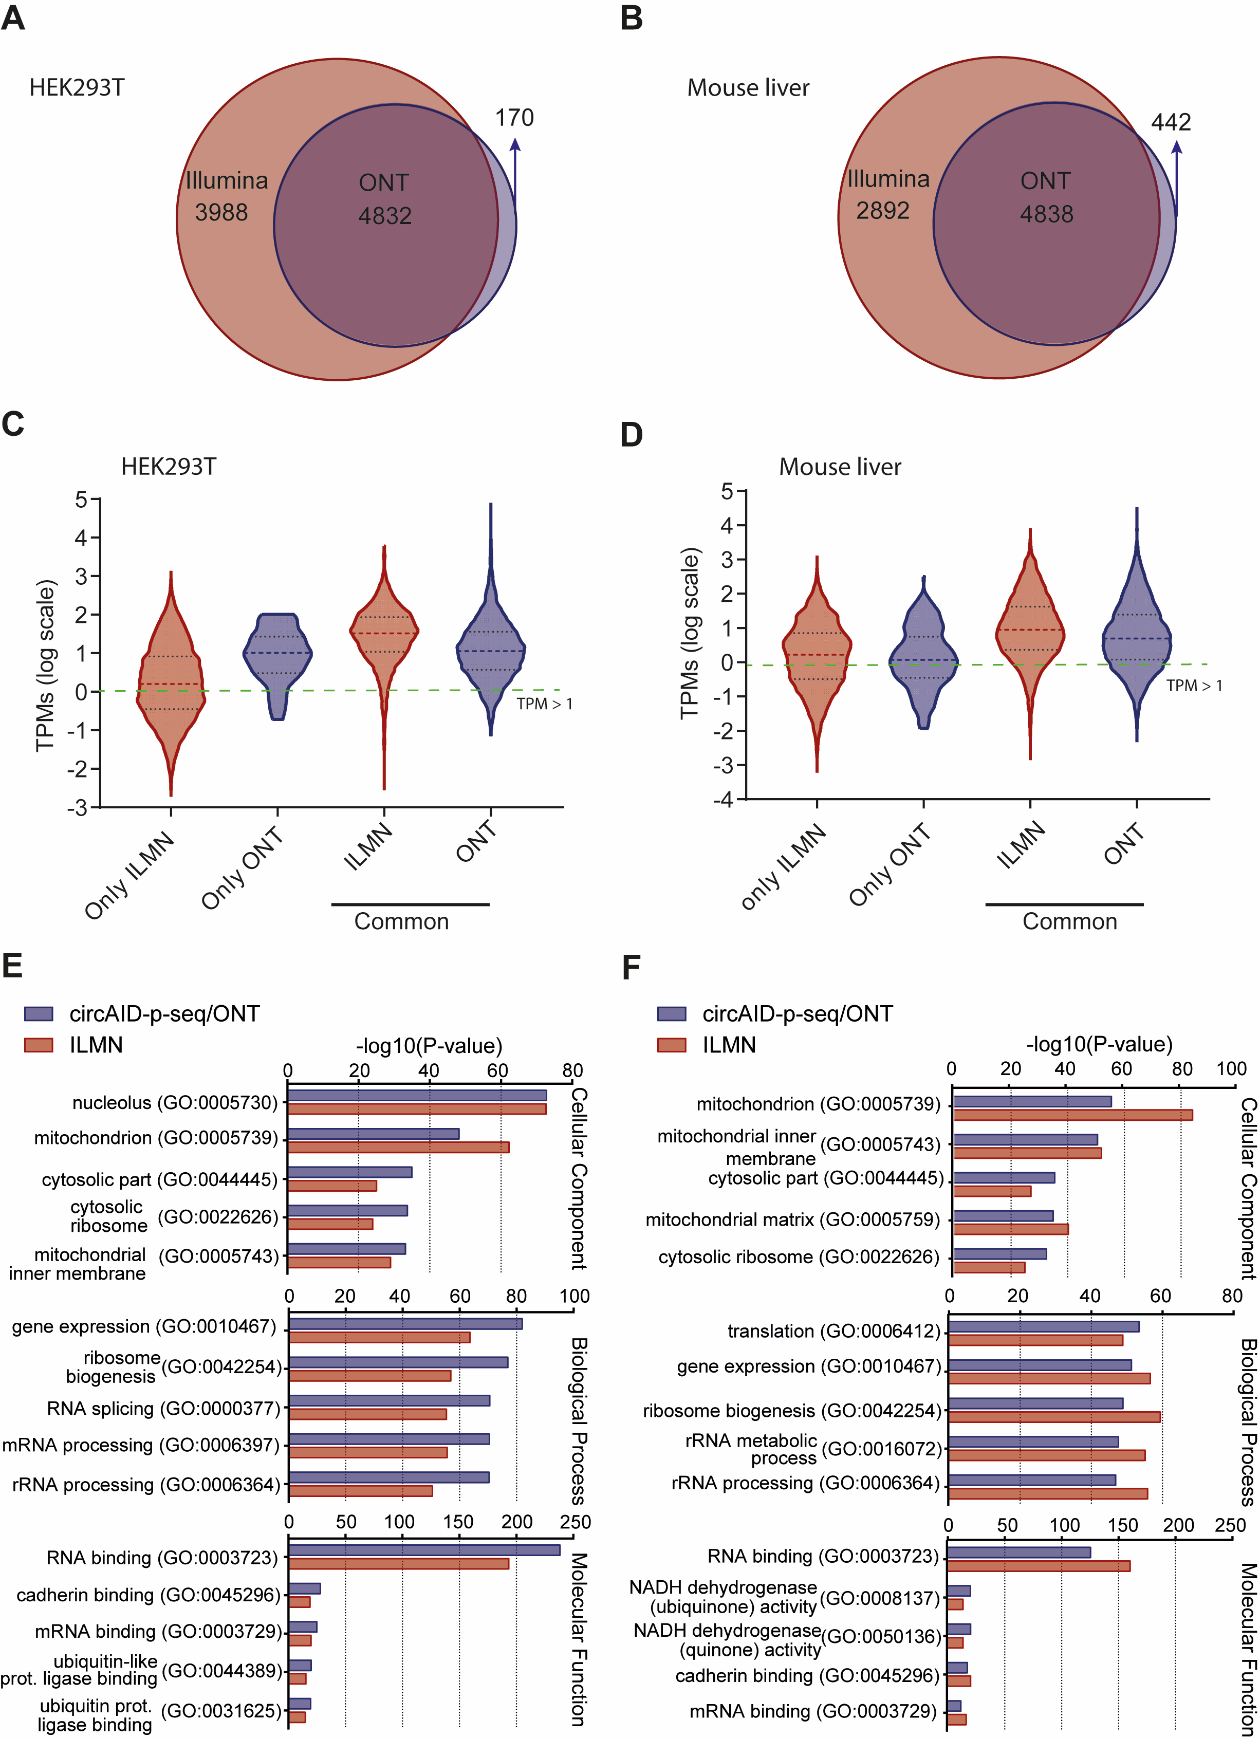

Figure S9. **Ribosome footprint data analysis. (A)-(B)** Venn diagram showing the number of common and unique genes (TPMs >10), between ILMN and circAID-p-seq/ONT, in (A) HEK293T and (B) mouse liver. **(C)-(D)** Violin plot showing the distribution of TPMs of genes identified (>1 count) with Illumina (ILMN) and circAID-p-seq/ONT (ONT), in (c) HEK293T and (**d**) mouse liver. Dashed line=median; dotted line=quartiles. For mouse liver tissues data are mean of n= 3 biologically independent samples. Green broken line, TPM > 1 threshold. **(E)-(F)** GO analysis for genes (TPMs >10) detected by circAID-p-seq/ONT (blue) and ILMN (red) in (E) HEK293 and (F) mouse liver. Top-5 enriched term for each category are sorted by value of –Log10(p-value).

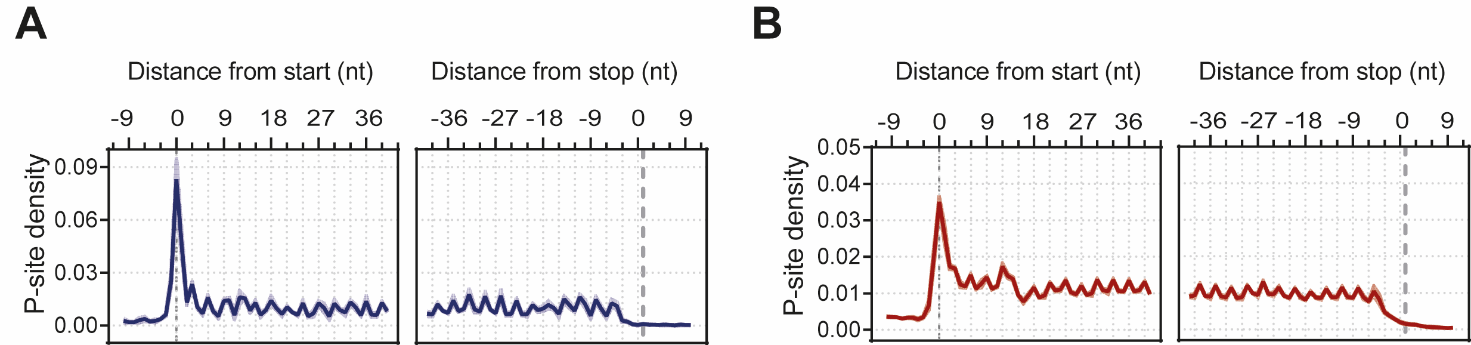

Figure S10. **Metaprofiles**. Metaprofiles for mouse liver tissue data showing the density of P-sites around translation initiation sites and translation termination sites for circAID-p-seq/ONT (**A**) and Riboseq/ILMN (**B**), using only common transcripts detected by both technology (n = 4115; > 10 TPMs). Data are mean ± s.e.m. of n = 3 biologically independent samples (shadow).

How the deposited data were processed for this re-analysis (not part of the article)

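Ribosome-protected fragments of HEK293T cells (H- and H+, 1 library per platform each) and of 3 mouse livers (A, B and C, both platforms) were analysed from gene tables. H- cells had cycloheximide at 10 µg/ml for 5 min; H+ cells had harringtonine at 2 µg/ml for 3 min before it. The platforms used separate HEK293T cultures, while the RPFs of each liver were divided between ONT and ILMN.

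The authors made the deposited count of each gene by aligning reads with Bowtie2 and counting with HTSeq, with SAMtools 1.9, after removal of reads from rRNA, tRNA and other noncoding RNA; ONT reads were circAidMe consensus sequences and ILMN reads were trimmed with Cutadapt. The methods describe removal of duplicate reads with Picard for HEK293T ILMN and a collapse of mouse reads aligned to the same region; which version of the counts was deposited is not given in the sources used here. The authors made the deposited TPM by dividing each count by a gene length and scaling to a common library total. Human lengths and annotation were matched for 99.7% of 17597 genes and mouse ones for 99.8% of 55376. The median ratio of the deposited length to the exon length was 5.93 in human and 1.88 in mouse.

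From the counts, CPM (counts scaled to a common library total), TPM with exon or coding length, and overlaps of genes were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tests used R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, filterByExpr, Benjamini-Hochberg threshold 0.05), limma 3.58.1 (camera with a preset correlation of 0.01 on log2 CPM with a prior count of 2, and with the correlation estimated) and DESeq2 1.42.0. The liver test compared 3 ONT with 3 ILMN libraries by platform. The harringtonine test used 4 libraries with platform as a covariate and at least 10 counts summed on each platform. List ratios used a pseudocount of 0.5 and 10000 random lists matched in 20 bins of expression. ILMN counts were thinned to the ONT total in 100 seeded draws. Enrichment above 10 TPM used Fisher's exact test. Counts per exonic base left out genes under 1000 exonic bases.

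Depth on ONT was at most 693742 counts per library and at least 59706, so genes with few TPM rest on few ONT counts and small differences cannot be seen for them. On simulated counts, the liver test recovered 67.4% of 92 genes changed 4-fold and 3% of 100 genes changed 2-fold, with 13 false among 78 calls. The harringtonine test recovered 96% and 28% of 100 genes each, with 6 false among 130. Its simulation changed both platforms by the same fold, while the measured ratios of the platforms had a rank correlation of 0.306. These 2 rates may therefore overstate what it recovers in the real libraries. The functions for thinning, slopes, random lists and partial correlations recovered 7 of 7 simulated answers. Replicate tables were checked to be separate libraries (chi-square per degree of freedom 2.67 to 6.81).

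The pairing of livers comes from the methods, where both platforms used the RPFs of the same animal. Deviations of the same liver correlated across platforms at 0.089, 0.035 and 0.120, and those of different livers at -0.136 to 0.112 (3148 genes).

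The design, the alternatives and the gene lists were set before the data were examined, apart from 4 lists (fetal hepatocyte, blood-forming, dividing-cell and adult hepatocyte genes) and the alternatives with shuffled ONT counts, with exon or coding length for the example genes, with exon length for the correlations, with a mean count above 1 for the liver correlation, and with medians of single livers. A part of the tables of Additional files 2 and 3 had been seen before the design was written. Named genes were those the paper names; for the liver test up to 10 genes per direction with the largest log2 fold change among those passing, with the same direction in 3 livers and at least 10 TPM on both platforms (74 higher and 2 lower were eligible); the 5 highest genes by TPM and by count in each system and platform; for H+ against H-, up to 10 genes per direction with at least 50 counts on each platform and the same direction on both; and up to 4 members per list with the highest counts. A value was taken to differ from the paper's when it lay beyond the SD over livers and beyond a factor of 1.5. For the liver medians this was the SD of single-liver medians at 1 count or more. For the HEK293T correlations, without a replicate, the limit was 0.005, the rounding error of the paper's last decimal.

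Read positions, P-sites, reads on rRNA and tRNA, raw read numbers and the synthetic oligonucleotides were not analysed here. The GO term libraries of the paper were not used here. A part of the results on example genes is not reported here.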

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

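The duplicate-removal, run-off, circulating blood, FVB strain and age explanations were written after the patterns had been seen, and the other tests before. Each pattern was noticed in these libraries and tested on the same libraries, so the explanations are hypotheses.

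Of 10 gene groups compared in both systems, 3 had more counts on ONT than on ILMN in both HEK293T conditions and fewer in all 3 livers. Chaperone genes had a median log2 ONT/ILMN ratio of CPM of 1.97 in HEK293T (H- 2.23, H+ 1.71) and -0.24 (SD 0.0936, n = 3 livers) in liver, a difference of 2.21. Mitochondrially encoded genes had 1.21 and -0.17 (SD 0.127), a difference of 1.37, and translation factors 1.00 and -0.33 (SD 0.0626), a difference of 1.33. The shift was broader than these groups, since 9 of the 10 had a higher mean in HEK293T: cytosolic ribosomal protein genes had 1.88 and -0.08 (SD 0.204), glycolysis 0.92 and -0.19 (SD 0.292), proteasome 0.89 and -0.12 (SD 0.191), complex I 0.76 and -0.18 (SD 0.211) and spliceosome genes 0.63 and -0.08 (SD 0.457), with livers on both sides of 0, and mitochondrial ribosomal protein genes 0.47 and 0.18 (SD 0.810). In single livers the mitochondrial ribosomal protein genes had -0.74 over 65 members in A, 0.49 over 5 in B and 0.78 over 11 in C. Members needed at least 5 counts. All 77 of these genes exceeded a mean of 10 CPM on liver ILMN, so members were lost through low ONT counts. Those kept in the shallow ONT libraries, HEK293T included, lean to high ONT counts, which raises the ratio. How much of the shift between systems comes from this filter was not tested. Genes of the nucleolus and rRNA processing had -0.11 and -0.01 (SD 0.391). These differences between systems were not tested, and the library kit, the cells and the depth differ together. In the liver test, on the TMM scale, chaperone genes (median -0.37) and translation factors (-0.36) lay near the all-gene median of -0.35. Mitochondrially encoded genes (-0.09) lay above it. A liver ratio below 0 thus did not set these groups apart as low on ONT.

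One candidate explanation for the HEK293T pattern is that removing reads with the same ends caps ILMN counts: 0 genes exceeded 2 counts per exonic base in H- ILMN, but this was known before the test was set, so the explanation stays open. The median log2 ratio climbed from -1.62 to 0.36 over deciles 1 to 9 of ONT coverage. ILMN had 0.0541 to 0.462 counts per coding base there. The deciles rank genes by the ONT counts that also form the ratio, so the climb cannot decide for or against a cap. Ranking of genes by chance highs in the same ONT library went against its prediction, since the 100 genes highest in H+ ONT had a median log2 ratio of 1.85 in H-. Loss of short coding sequences on ILMN whatever their coverage may contribute: among genes below the median of ILMN coverage the rank correlation of coding length with the ratio was -0.182, between the values expected with and without it. With 1 library per platform and condition the pattern has no replicate check.

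After harringtonine, long coding sequences gained a larger share of the counts, with rank correlations of 0.355 on ONT and 0.593 on ILMN. Run-off of ribosomes from short coding sequences during the treatment is a candidate explanation that stays open, since these coefficients are the pattern itself and were seen first, and coding sequences of up to 300 nt had medians of only -0.03 on ONT and -0.04 on ILMN, against -0.44 and -0.11 at 600 to 900 nt. A bias against short RNAs in the H+ libraries went against its prediction in value, since mitochondrially encoded genes had a median log2 ratio of 0.34 on ONT. The test cannot exclude this bias. The prediction took short cytosolic genes to lie lower than the -0.34 they had at the same lengths. The 13 mitochondrial genes ranged from -0.70 (MT-ND2) to 1.37 (MT-ATP8) on ONT. Ribosomes of a different kind read them, so length is not their only difference. GC content (0.358 with it held fixed) and loss of the most covered genes (0.253 with counts per coding base held fixed) went against their predictions. The coefficients describe genes of single libraries, and the positions of ribosomes that would show run-off directly were not analysed here. The paper's own profiles show, for H+ on both platforms, relatively more signal at start codons and less along coding sequences. Counts per gene do not separate these positions, so the medians of the shortest coding sequences cannot decide for or against run-off.

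The liver libraries held genes of fetal and newborn liver and of blood formation, although the labels describe young adult mice. On ILMN, Afp had 1006 TPM (SD 69.7), the proliferation gene Mki67 75.1 (SD 17.5) and the granulocyte enzyme Mpo 295 (SD 6.77, n = 3 livers). Circulating blood alone went against its prediction, since 13 of 16 dividing-cell genes exceeded 10 TPM. So did a supposed variant that would keep Afp, H19 and Gpc3 on in adults, since 21 other fetal hepatocyte and blood-forming genes exceeded it. Among the 21 is Ahsg, also a plasma protein gene, and Gpc3 itself had 8.00 TPM. The paper names no such variant in FVB mice. The lists and limits of both tests were set after the values had been seen, so neither explanation is excluded. Livers of mice younger than labelled may be a candidate explanation, but 7 of 20 adult hepatocyte genes at 1 TPM or less lay between the values expected with and without it, and the age of the animals remains open.

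The share of counts on genes that are not protein coding was close on both platforms in liver, with 6.59% on ONT (SD 0.363) and 6.62% on ILMN (SD 0.102, n = 3 livers). Most of it lay on processed pseudogenes, with 3.91% of ONT and 4.09% of ILMN counts in liver A. Reads from rRNA, tRNA and other noncoding RNA had been removed before counting on both platforms. The share therefore describes what that filter left and not the platforms before it.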

How the results depend on the processing

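The alternatives with shuffled ONT counts, with exon length for the correlations and with exon or coding length for the example genes, and the mean of single-liver medians, were chosen after seeing the data; the others were set before. The causes of the shifts were not tested.

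Requiring at least 1 count changed the ONT-ILMN correlation from 0.866 to 0.845 in HEK293T and from 0.899 to 0.873 in liver, and the within-ONT correlations to 0.905 (H- and H+) and 0.899 (mean of 3 liver pairs). Requiring at least 10 counts gave 0.887, 0.932, 0.960 and 0.942. CPM without division by length gave 0.603, 0.819, 0.770 and 0.756. In HEK293T, Pearson correlation of log10 values gave 0.848 between platforms, the H+ libraries 0.857, and within ONT Spearman correlation gave 0.909 and Pearson correlation without log 0.957. Exon length gave 0.741 in HEK293T and 0.838 in liver, and ONT counts shuffled among genes 0.644 and 0.530; since the gene lengths are the same on both platforms, they alone hold up part of the coefficient.

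With a threshold of 1 TPM in place of 10, HEK293T H- had 8720 ONT and 13247 ILMN genes, with 64.3% of ILMN and 97.7% of ONT genes shared, and liver had 12948 and 17718 genes with 64.7% of ILMN genes shared. With a threshold of 10 CPM, HEK293T had 9419 ONT genes and shares of 81.1% and 92.9%, and liver shares of 71.0% and 89.8%; the 9419 are all genes with a count, since 1 ONT count exceeds the threshold. Exon length gave 7667 ONT genes, 68.0% and 95.4% in HEK293T and 64.7% of ILMN genes in liver. Coding length gave 7814, 70.4% and 95.6% in HEK293T and 70.9% and 91.8% in liver. The H+ libraries shared 95.8% of ONT genes. Leaving out 1 liver at a time, the liver share of ILMN genes ranged from 49.6% to 64.6%, the share of ONT genes from 86.8% to 87.5% and the ONT genes at 1 count or more from 9146 to 19130, the lowest without liver A. With equal totals of assigned counts, requiring at least 5 counts moved the ratio of genes from 0.842 to 0.677 in H- and from 1.04 to 0.911 in liver A, while it rose from 0.595 to 0.727 in liver B and from 0.638 to 0.785 in liver C (mean of 3 livers 0.757 and 0.808).

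Counting genes with more than 1 count moved the median TPM of ONT genes in HEK293T from 11.3 to 15.7, that of ILMN-only genes from 1.60 to 4.04 in HEK293T and from 0.519 to 0.972 in liver. CPM gave 46.8 for ONT genes and 1.97 for ILMN-only genes in HEK293T. Leaving out 1 liver, the liver ONT median ranged from 3.16 to 9.29 and the ILMN-only median from 0.703 to 1.27, the highest of each without liver A. The mean of the medians of single livers was 12.1 for ONT genes and 1.84 for ILMN-only genes.

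With CPM, the slope of ILMN on ONT went from 0.789 to 0.486 in H- and from 0.902 to 0.798 for the mean of 3 livers (the slopes of single livers had a mean of 1.02, SD 0.0196), and the log2 ratio of the top 100 genes from 1.53 to 2.38 and from 0.52 to 0.45. The H+ libraries gave 1.40 for the top 100 genes. Leaving out 1 liver, the slope ranged from 0.920 to 0.994 and the ratio of the top 100 genes from 0.53 to 0.62.

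For the example genes, ILMN gave 7524 TPM for Hba-a1, 8411 for Hba-a2, 1427 for Alb and 266 for C4b. Exon length gave 14263 for Hba-a1, 16765 for Hba-a2, 25673 for Alb and 169 for C4b on ONT, and coding length 14742 for Hba-a1, 14236 for Hba-a2 and 17979 for Alb.

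In the liver test, 215 genes passed (140 higher and 75 lower on ONT). With liver as a replicate block 86 passed (59 and 27), of which 60 were among the 215. DESeq2 gave 519 (264 and 255), upper-quartile factors 339 (225 and 114), RLE factors 310 (198 and 112), no filter 1535 (925 and 610), and ILMN thinned to the ONT total 71 (69 and 2). Leaving out 1 liver gave 28 (25 and 3, without A) to 448 (318 and 130, without C), with 68 (61 and 7) without B. The all-gene median was -0.28 with RLE, -0.23 with upper-quartile factors and -0.35 with DESeq2. Camera passed 4 lists, 0 with the correlation estimated, 10 with the replicate block, and 2 to 3 when 1 liver was left out. All lists that passed were higher on ONT relative to the other genes, also those with a median below 0. The replicate block ended the call of Mat2a, and the lists that passed only with it include translation factors (0.020), chaperones (0.048), cytochrome P450 enzymes (0.047) and fatty acid oxidation (0.0070); plasma proteins had 12 genes higher in place of 11, cytosolic ribosomal proteins lost their 1 higher gene and gained 1 lower, and fatty acid oxidation gained 1 lower; it changed no other call that the text describes. Of 10 ways to split the 6 libraries into 3 and 3, the real one gave 215 genes and the highest other 1.

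HEK293T values rest on single libraries, liver A holds most ONT counts, and a liver test with 3 libraries per platform recovers few 2-fold changes.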

Differences from the paper's values

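The alternatives with exon or coding length for single genes and the mean of single-liver medians were chosen after seeing the values; the others were set before the data were examined.

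For C4b the mean on ONT was 121 TPM, and the paper's value is 630. It differs also without liver A (94.4), B (139) or C (128) and on ILMN (266). Exon length (169) and coding length (98.2) do not reach it.

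For all genes with 1 count or more on ONT in liver the median was 2.68 TPM, and the paper's value is 10, given for more than 1 count. It differs also without liver B (3.17) or C (3.16). At the paper's threshold of more than 1 count the median was 3.59. Its gap to 10 lies within 6.71, the SD of single-liver medians at 1 count or more. That SD belongs to a different statistic, so whether 3.59 differs is not settled. Without liver A the median at 1 count or more was 9.29, and the mean of single-liver medians was 12.1, both close to the paper's value. As CPM, a different unit, the median was 6.06.

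For genes found only by ILMN in HEK293T H-, at 1 count or more, the median was 1.60 TPM, and the paper's value is 0.5. It differs also at the paper's threshold of more than 1 count (4.04) and as CPM (1.97). In liver the median of 0.519 at 1 count or more does not differ. At more than 1 count it was 0.972, a gap within the SD of single-liver medians, which is a different statistic. Without liver A it was 1.27, which differs.

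The paper names HSP90AA1 as one of the 2 transcripts with the highest coverage. It ranked 2 by count and 204 by TPM.

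The paper states that more genes are found per read with circAID-p-seq than with ILMN. Per count assigned to genes, ONT found fewer genes in 4 of 5 pairs of libraries and more in liver A. With at least 5 counts required it found fewer in liver A too (ratio 0.911). The denominators differ, since the paper counts raw reads. Whether the deposited ILMN counts precede or follow duplicate removal is not known, and its effect on these ratios was not tested.

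The paper gives a lower TPM for HbA1 in liver. The mean of Hba-a1 on ONT was 23503 TPM (SD 7524, n = 3 livers), and exon length gave 14263 and coding length 14742, which lie nearer the paper's value. The same lengths moved Alb from 7384 to 25673 and 17979, further from the paper's value of 4600.

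The paper gives a higher share of ONT genes also found with ILMN in liver. The share was 88.2% for genes above 10 TPM, 91.3% for genes with 1 count or more in any liver, and 91.8% above 10 TPM with coding length.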

Other observations

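The 4 lists below on development and adult liver were chosen after seeing the data; the other lists were set before the data were examined.

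The paper does not report on genes typical of red cell and granulocyte precursors, which had counts in these livers; the source of the counts remains open. On ILMN, 14 of 16 blood-forming genes exceeded 10 TPM, among them the anion exchanger Slc4a1 (162 TPM, SD 34.3), the transferrin receptor Tfrc (90.0, SD 22.1), the globin regulator Klf1 (72.7, SD 19.2) and the elastase Elane (156, SD 9.87, n = 3 livers). Of the fetal hepatocyte genes 9 of 15 exceeded 10 TPM, among them Ahsg (3974), which is also on the plasma protein list. Igf2 had 1103 (SD 103), H19 1221 (SD 22.9) and Dlk1 156 (SD 21.5), while Lin28b stayed at 0.0309. Of the dividing-cell genes 13 of 16 exceeded 10 TPM, with Rrm2 at 178 (SD 33.4) and Ccnb1 at 154 (SD 27.9). Of 20 adult hepatocyte genes, 10 exceeded 10 TPM, with Cyp8b1 at 480 (SD 38.5) and Serpina1e at 428 (SD 36.3), and 7 had 1 TPM or less, with Elovl3 at 0 and Cyp7b1 at 0.0311.

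Between platforms in liver, 2 of 13 tested fetal hepatocyte genes, Ahsg and Afp, were higher on ONT and 11 not passed. Adjusted over the list alone, 3 were higher and 1 lower. Camera gave p 5.5e-04, 0.043 with the correlation estimated, and 0.061 without liver B. Ahsg is also on the plasma protein list, so the results of these lists are not separate and do not concern fetal genes alone. The 16 blood-forming genes (median log2 fold change -0.20, camera p 0.34) and the 16 dividing-cell genes (-0.32, 0.15) did not pass in edgeR, and of the adult hepatocyte genes 1 of 14 was higher and 13 not passed (-0.31, 0.22). Noncoding RNA genes had 2 of 18 higher and 16 not passed (3 higher and 1 lower when adjusted over the list alone; median 0.09; camera adjusted p 0.040, 0.88 with the correlation estimated, and 0.10 to 0.37 when 1 liver was left out).

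Lists of metabolism and of other liver cells did not pass with camera between platforms. The exceptions were cytochrome P450 and fatty acid oxidation genes once liver was a replicate block. Camera compares a list with the other genes and placed both upward on ONT, although their medians lie below 0. Cytochrome P450 genes had a median log2 fold change of -0.25 (adjusted p 0.20, with the block 0.047), fatty acid oxidation -0.23 (0.051, with the block 0.0070; both lists 0.997 with the correlation among genes estimated), urea cycle and amino acid breakdown -0.32 (0.25), cholesterol and fatty acid synthesis -0.50 (0.99), and complement -0.51 (0.55). Kupffer cell markers had -0.46 (0.87), endothelial markers -0.46 (0.99), stellate cell markers -0.48 (0.87) and cholangiocyte markers -0.40 (0.55). In edgeR 1 of 18 tested complement genes was higher and 17 not passed, while the tested members of the other lists named here (40, 23, 26 and 26 of metabolism, and 13, 12, 11 and 6 of other cells) did not pass, apart from 1 fatty acid oxidation gene that was lower with the block. Adjusted over each list alone, 1 cholesterol and fatty acid synthesis gene and 1 cholangiocyte marker were lower, and 1 Kupffer cell marker was higher and 1 lower. These medians lie around the all-gene median of -0.35.

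After harringtonine in HEK293T, glycolysis genes had a median log2 ratio of -0.76 on ONT (percentile 0.43 of random lists) and 0.04 on ILMN (44.8), complex I genes -0.42 (0.845) and -0.13 (18.7), and mitochondrial ribosomal protein genes -0.23 (6.08) and -0.25 (percentile 0). Translation factors had 0.09 (60.4) and -0.05 (0.17), chaperones -0.15 (15.1) and 0.07 (31.4), histones -0.12 (19.6) and -0.06 (69.5), and spliceosome genes -0.25 and -0.03. Immediate early genes had -0.16 and -0.05 and genes regulated by upstream open reading frames -0.20 and -0.07. The 4 libraries have no replicate within a platform, and the difference between platforms was not tested.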
